# Maternal Heat Stress Alters Expression of Genes Associated with Nutrient Transport Activity and Metabolism in Female Placentae from Mid-Gestating Pigs

**DOI:** 10.3390/ijms22084147

**Published:** 2021-04-16

**Authors:** Weicheng Zhao, Fan Liu, Christina D. Marth, Mark P. Green, Hieu H. Le, Brian J. Leury, Alan W. Bell, Frank R. Dunshea, Jeremy J. Cottrell

**Keywords:** placental insufficiency, heat stress, gestation, RNA-seq, placenta, transport activity, pigs

## Abstract

Placental insufficiency is a known consequence of maternal heat stress during gestation in farm animals. The molecular regulation of placentae during the stress response is little known in pigs. This study aims to identify differential gene expression in pig placentae caused by maternal heat exposure during early to mid-gestation. RNA sequencing (RNA-seq) was performed on female placental samples from pregnant pigs exposed to thermoneutral control (CON; constant 20 °C; *n* = 5) or cyclic heat stress (HS; cyclic 28 to 33 °C; *n* = 5) conditions between d40 and d60 of gestation. On d60 of gestation, placental efficiency (fetal/placental weight) was decreased (*p* = 0.023) by maternal HS. A total of 169 genes were differentially expressed (FDR ≤ 0.1) between CON and HS placentae of female fetuses, of which 35 genes were upregulated and 134 genes were downregulated by maternal HS. The current data revealed transport activity (FDR = 0.027), glycoprotein biosynthetic process (FDR = 0.044), and carbohydrate metabolic process (FDR = 0.049) among the terms enriched by the downregulated genes (HS vs. CON). In addition, solute carrier (SLC)-mediated transmembrane transport (FDR = 0.008) and glycosaminoglycan biosynthesis (FDR = 0.027), which modulates placental stroma synthesis, were identified among the pathways enriched by the downregulated genes. These findings provide evidence that heat-stress induced placental inefficiency may be underpinned by altered expression of genes associated with placental nutrient transport capacity and metabolism. A further understanding of the molecular mechanism contributes to the identification of placental gene signatures of summer infertility in pigs.

## 1. Introduction

Placentae are the primary interface between gestating dams and fetuses, supporting fetal development. Therefore, factors that influence placental function may affect prenatal development of fetuses and reproductive efficiency of farm animals. In litter bearing animals, such as the pig, placental efficiency (fetal/placental weight) is a major determinant for prenatal fetal survival, as there is competition between fetuses for maternal nutrients and limited intrauterine space [1,2]. Compromised placental efficiency implies an insufficient capacity at a given unit mass of the placenta to support fetal growth. One factor potentially contributing to impaired placental function is maternal heat stress (HS) during gestation, as this can contribute to intrauterine growth restriction (IUGR) and cause implications for birthweight and postnatal development [3,4]. A recent study showed that piglets born from sows mated in summer had lower average birthweights compared to their counterparts from autumn-mated sows [5]. There is growing evidence that pig progeny experiencing prenatal heat stress have an altered postnatal phenotype, including increased carcass fatness and impaired reproductive performances (as reviewed by Johnson et al. [6]). In pregnant sheep, high ambient temperatures result in placental insufficiency and IUGR [3,7,8], possibly associated with reductions in uterine blood flow, as a consequence of heat adaptation of animals [9]. Hence, reduced uterine blood flow may decrease placental transport capacity for nutrients and oxygen between maternal and fetal circulations [3,10,11,12].

Factors affecting pig placental efficiency are mostly associated with placental morphology and nutrient transport capacity [13]. Therefore, it is speculated that the impact of maternal heat stress on placental efficiency may be underpinned by changes in the expression of relevant genes. In particular, recent studies have revealed the role of placental nutrient transport capacity, especially the gene expression of transmembrane transporters, on placental efficiency in pigs [13,14]. We have previously demonstrated that exposing pregnant pigs to elevated temperatures during early to mid-gestation decreases placental efficiency, as reflected by a compensatory enlargement of the placenta without an accompanying change in fetal weights [15]. These findings emphasise the susceptibility of pig placentae to maternal thermal stress, especially during the critical time window of placental development [16]. However, the molecular and cellular responses resulting in identified placental insufficiency and morphological adaptations remain unknown. In the present study, we proposed to test the hypothesis that maternal heat stress during early to mid-gestation (d40 to d60) affects the global expression of genes related to placental nutrient transport capacity and metabolism.

## 2. Results

### 2.1. Fetal and Placental Morphometry

Data analysed herein represent a subset of samples obtained from a larger study reported elsewhere [15]. Placental and fetal morphology data are presented in Table 1. On d60 of gestation, individual fetal weights tended to be decreased (*p* = 0.08) with maternal heat treatment, whereas individual placental weights (*p* = 0.053) and placental surface area (*p* = 0.09) tended to be increased with maternal heat treatment. Placental efficiency (fetal/placental weight) was lower (*p* = 0.023) in the HS group compared to the control (CON) group (Table 1).

### 2.2. Differentially Expressed Genes, and Gene Ontology and Pathway Enrichment Analyses

A total of 169 genes were differentially expressed (FDR (false discovery rate) ≤ 0.1) in placentae from female fetuses between the CON and HS groups (Figure 1). 

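Placental RNA was sequenced from 10 Large White × Landrace gilts, 5 kept at thermoneutral conditions (CON) and 5 exposed to heat (HS), with 1 placenta of a female fetus from each gilt. CON gilts were housed at 20 °C. The paper's methods give 33 °C in the daytime and 28 °C overnight for HS gilts, whereas the sample labels give 28 °C in the daytime and 33 °C overnight. The exposure lasted 3 weeks from gestation day 40, and the placentae were collected on day 60. Biopsies of placenta stripped from the endometrium gave directional RNA libraries, which were sequenced as paired-end reads on an Illumina NovaSeq. The authors aligned the reads with HISAT2 2.1.0 to the pig genome Sscrofa11.1 and counted them per Ensembl gene with HTSeq 0.11.3 in reverse-strand mode. The deposited values are these raw counts for 31907 genes in each library, without normalization. Counts assigned to genes totalled 7587844 to 8605138 per CON library (median 8257626) and 7371800 to 8575829 per HS library (median 7846280). Between 16601 and 17056 genes had counts in a CON library, and between 16522 and 16882 in an HS library. The 10 most abundant genes held 13.5% to 15.6% of the counts in CON libraries and 14.1% to 15.9% in HS libraries. Correlations of log2 CPM between libraries ran from 0.967 to 0.979 within groups and from 0.969 to 0.979 between groups. The groups were compared with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization, over the 12753 genes kept by its filter on low counts, which asks for about 10 counts in 5 libraries and 15 in total. Genes with a Benjamini-Hochberg adjusted p up to 0.1, the threshold of the paper, are called higher or lower in HS. Levels are given as TMM-scaled counts-per-million (CPM), mean ± SD, n = 5 placentae per group. Positions come from the RefSeq annotation of Sscrofa11.1 and were found by gene symbol, whereas the counting used Ensembl gene models. A total of 25 gene lists, fixed before the data were examined, were tested with camera from limma 3.58.1. It was run at a preset correlation between genes of 0.01, and its p-values were adjusted over the 25 lists. The paper's tables, drawn from these placentae, had been seen when the lists were fixed. Tests of lists that hold genes named there are therefore not independent evidence. A further 11 lists of cell type markers and mitochondrial transcripts were adjusted among themselves.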

A subset of the differentially expressed genes (DEGs) is listed in Table 2. It includes the top five most upregulated and downregulated genes by fold change, and genes associated with transport activity, carbohydrate metabolism, glycosaminoglycan biosynthesis, and extracellular vesicles that were a particular focus herein. 

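Of the genes in Table 2, CHST8, IRX3, SLC15A1, SLC45A3, KCNK5, ECM1, CCN2, ST3GAL3 and B3GNT7 were lower in HS placentae, and ZNF691 was higher. IRX3, a homeobox transcription factor (ENSSSCG00000002831, chromosome 6, 31044919 to 31049067), had 19.6 ± 4.90 CPM in CON and 6.48 ± 0.770 CPM in HS, a log2 fold change of -1.59 (standard error 0.173, adjusted p = 0.00657 from edgeR). SPINK4, which belongs to a family of serine protease inhibitors, had a log2 fold change of -1.85 (adjusted p = 0.101 from edgeR and 0.000482 from DESeq2), and PTGER4, a receptor for prostaglandin E, had -1.47 (0.101 and 0.00283). LHFPL4 was too weakly expressed for the edgeR filter, at 2.70 ± 0.945 CPM in CON and 0.556 ± 0.217 CPM in HS (exact two-sided permutation test, p = 0.007937, the smallest that 5 placentae against 5 allow), and DESeq2 gave it a log2 fold change of -2.29 (adjusted p = 0.000486). Among the genes the table lists as higher, ABTB1 had a log2 fold change of 0.66 (adjusted p = 0.115 from edgeR), IRAG1, printed as MRVI1 in the table, 0.56 (0.102) and OSGIN1, a target of the antioxidant factor NRF2, 0.57 (0.179). FABP5, a fatty acid binding protein, had a log2 fold change of -0.86 (adjusted p = 0.102 from edgeR) and IGFBP5, a binding protein of insulin-like growth factors, -1.25 (0.182). In all, 10 of the 37 genes of the table that edgeR tested passed in the direction listed, which is not independent evidence because the study chose these genes on the same placentae. DESeq2 called all 39 genes of the table that are paired with a gene ID. No ID is paired with IGSF5, the largest rise in the table. An unnamed gene called higher by both tools, ENSSSCG00000012071, may be IGSF5, which was not checked. Its adjusted p from DESeq2, 6.62e-06, rounds to the value printed for IGSF5. The number passing in edgeR ranged from 4 without HS replicate 4 to 22 without HS replicate 5, and was 16 without CON replicate 2, 6 without CON replicate 1 or CON replicate 3, and 5 without CON replicate 4 or HS replicates 1, 2 or 3.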

When compared with the CON group, a total of 35 genes were upregulated, and 134 genes were downregulated by maternal heat stress. 

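HS placentae had more genes lower than higher: edgeR called 35 genes lower and 5 higher, and DESeq2 called 134 lower and 35 higher. Every gene called by edgeR was also called by DESeq2 in the same direction. Among the genes called by edgeR, the largest fall was in CHST8, which encodes a sulfotransferase of N-acetylgalactosamine residues (ENSSSCG00000035222, chromosome 6, 43371436 to 43493250). Its level was 157 ± 62.2 CPM in CON and 38.0 ± 9.94 CPM in HS, a log2 fold change of -2.05 (standard error 0.273, adjusted p = 0.0137 from edgeR). Other large falls were in CYP4F22, a fatty acid hydroxylase of ceramide synthesis (7.32 ± 2.38 CPM in CON and 2.58 ± 0.707 CPM in HS, log2 fold change -1.50, adjusted p = 0.0563 from edgeR), CMKLR2, a receptor for chemerin (6.48 ± 1.22 and 2.45 ± 0.604 CPM, -1.40, adjusted p = 0.0297 from edgeR), and LIPH, a phospholipase (9.75 ± 3.40 and 3.84 ± 0.937 CPM, -1.34, adjusted p = 0.0909 from edgeR). GJB1, a gap junction protein (chromosome X, 57241990 to 57249496), had 54.2 ± 17.7 CPM in CON and 21.6 ± 7.73 CPM in HS, a log2 fold change of -1.32 (standard error 0.247, adjusted p = 0.0667 from edgeR). An unnamed gene, ENSSSCG00000002709, also fell, from 87.1 ± 27.5 to 31.4 ± 11.3 CPM (log2 fold change -1.47, adjusted p = 0.0501 from edgeR); it has no symbol and was chosen after its values were seen. At an unadjusted p under 0.05, 555 genes were lower and 521 higher, and the median log2 fold change of all tested genes was 0.01. Leaving out 1 library moved the number of genes called lower to 9 (HS replicate 4), 13 (HS replicate 2), 14 (HS replicate 1), 15 (HS replicate 3), 18 (CON replicate 3), 20 (CON replicate 1 or CON replicate 4), 60 (CON replicate 2) and 73 (HS replicate 5). The number called higher then fell to 0 (CON replicate 3, HS replicate 2 or HS replicate 4), 1 (CON replicate 1, HS replicate 1 or HS replicate 3) or 2 (CON replicate 5), or rose to 11 (CON replicate 2) and 19 (HS replicate 5). CHST8, B3GNT7, IRX3 and SLC15A1 passed in all 10 of these fits and CMKLR2 in 9, failing without HS replicate 4 (adjusted p = 0.108 from edgeR). CYP4F22 passed only without CON replicate 1, CON replicate 2 or HS replicate 5, GJB1 only without CON replicate 2, CON replicate 5 or HS replicate 5, and LIPH only without CON replicate 5 or HS replicate 5, with an adjusted p from edgeR of up to 0.167, 0.188 and 0.239 in the other fits. GJB1 did not pass with robust estimation in edgeR (adjusted p = 0.122), nor LIPH with limma's voom and sample weights (adjusted p = 0.218).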

Functional classification of these DEGs is presented in Figure 2A–C. In terms of the gene ontology (GO) domain of molecular function (Figure 2A), the DEGs were mostly assigned to catalytic activity (GO:0003824; 51 genes), binding (GO:0005488; 42 genes), and transporter activity (GO:0005215; 18 genes). Regarding the GO domain of biological process (Figure 2B), the DEGs were mostly assigned to cellular process (GO:0009987; 80 genes), metabolic process (GO:0008152; 44 genes), and biological regulation (GO:0065007; 38 genes). Protein classification (Figure 2C) of the DEGs identified metabolite interconversion enzyme (PC00262; 41 genes), transporter (PC00227; 18 genes), and protein modifying enzyme (PC00260; 11 genes) among the protein categories with the most assigned DEGs.

The upregulated and downregulated DEGs (HS compared with CON) were analysed separately by the statistical overrepresentation test, and the GO terms significantly enriched by the downregulated genes are depicted in Figure 3A–C. In the GO domain of molecular function (Figure 3A), maternal heat treatment decreased expression of genes associated with transporter activity (GO:0005215; FDR = 0.027), such as cation transmembrane transporter activity (GO:0008324; FDR = 0.023) and inorganic molecular entity transporter activity (GO:0015318; FDR = 0.031); and catalytic activity (GO:0003824; FDR < 0.001), including sialyltransferase activity (GO:0008373; FDR < 0.001). 

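Genes for sialic acid transfer were lower in HS placentae. ST3GAL5, the sialyltransferase that makes ganglioside GM3, fell from 64.1 ± 14.1 CPM in CON to 29.5 ± 7.03 CPM in HS, a log2 fold change of -1.12 (standard error 0.180, adjusted p = 0.0298 from edgeR; ENSSSCG00000008227, chromosome 3, 58862984 to 58919554). ST3GAL3, which sialylates galactose on glycoproteins, fell from 23.6 ± 4.28 to 13.4 ± 2.78 CPM, a log2 fold change of -0.82 (standard error 0.164, adjusted p = 0.0909 from edgeR; ENSSSCG00000034059, chromosome 6, 167363348 to 167596892). The log2 fold change of ST3GAL1 was -0.67 (standard error 0.140), with an adjusted p of 0.101 from edgeR and 0.00215 from DESeq2. Of 13 sialyltransferases tested, 2 were lower and none was higher, and 4 were lower and 1 higher when adjusted over the list alone. At an unadjusted p under 0.05 edgeR gave 1 higher, ST6GAL2 (log2 fold change 1.22), and DESeq2 called 4 lower and 0 higher. Their median log2 fold change was -0.29, and the list as a whole was lower (camera, adjusted p = 6.05e-06; adjusted p = 0.0975 with an estimated correlation). Sialyltransferases were over-represented among the genes called lower with a symbol, of which they made 2 of 34 (odds ratio 63.0, Fisher's exact test, two-sided, adjusted p = 0.00856). The study's text and tables list 4 of the 13 from these same placentae, so these list tests are not independent evidence. For the study's own term transporter activity (Table S1), all 15 genes tested had a log2 fold change below 0 and 4 were called lower by edgeR, GJB1, KCNK5, SLC15A1 and SLC45A3; for its cation term these were 9 of 9 and 2. DESeq2 called 16 and 10 genes of these terms lower. The study drew both terms from these placentae, so they are not independent evidence of direction. ST3GAL5 did not pass without HS replicate 1 or HS replicate 4 (adjusted p up to 0.121), and ST3GAL3 passed only without CON replicate 2 or HS replicate 5 (adjusted p up to 0.228 in the other edgeR fits).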

In the GO domain of biological process (Figure 3B), placental metabolic processes, such as aminoglycan biosynthetic process (GO:0006023; FDR = 0.052), carbohydrate metabolic process (GO:0005975; FDR = 0.049), glycoprotein biosynthetic process (GO:0009101; FDR = 0.044) and lipid metabolic process (GO:0006629; FDR = 0.046), were significantly enriched by the downregulated genes (HS compared with CON). 

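Genes for several enzymes of glycan and lipid metabolism were lower in HS placentae. Among the 9 genes that the study assigns to glycoprotein biosynthesis, 6 were called lower by edgeR: CHST8, CHST3, ST3GAL5, ST3GAL3, B4GALT4 and B3GNT7. The median log2 fold change of these 9 genes was -1.09. Of 13 genes assigned to carbohydrate metabolism, 5 were called lower and all 13 had a log2 fold change below 0, with a median of -0.80. For the 3 genes of aminoglycan biosynthesis, 2 were called lower, CHST3 and B3GNT7. Of 18 tested genes assigned to lipid metabolism, 6 were called lower: CYP4F22, SLC45A3, LIPH, SGPP2, DEGS2 and CDS1. SGPP2, a phosphatase of sphingosine 1-phosphate, had a log2 fold change of -1.25 (adjusted p = 0.0391 from edgeR), DEGS2, an enzyme of phytoceramide synthesis, -1.13 (0.0163), and CDS1, which makes CDP-diacylglycerol, -0.81 (0.0375); these 3 genes were chosen after their values were seen. DESeq2 called every tested gene of these terms lower, and because the terms come from the same placentae this is not independent evidence. Of 15 genes in the fixed list of fatty acid uptake and binding, none was called by edgeR, with 3 lower and 0 higher at an unadjusted p under 0.05; DESeq2 called 1 lower, FABP5. When adjusted over the list alone, 3 were lower, FABP5, LDLR and VLDLR, the last 2 being lipoprotein receptors (log2 fold changes -0.37 and -0.28). The list did not pass (camera from limma, adjusted p = 0.466), and its median log2 fold change of 0.08 and the direction of its test differed in sign. SLC27A4, a fatty acid transporter and another abundant member, had 168 ± 15.8 CPM in CON and 178 ± 13.7 CPM in HS (log2 fold change 0.08, adjusted p = 0.839 from edgeR).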

In the GO domain of cellular component (Figure 3C), extracellular vesicle (GO:1903561; FDR < 0.001) and brush border (GO:0005903; FDR = 0.014) were the enriched GO terms with the highest fold enrichment by the downregulated genes (HS compared with CON). 

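Of 5 genes that the study assigns to the brush border, edgeR called 2 lower in HS placentae, SLC15A1 and MYO1B; all 5 had a log2 fold change below 0, with a median of -0.68. MYO1B, a membrane-bound myosin motor, had a log2 fold change of -0.68 (adjusted p = 0.0448 from edgeR); it was chosen after its values were seen. Of 16 tested genes assigned to the Golgi apparatus, 8 were called lower, with a median log2 fold change of -0.81. LGMN, an asparaginyl endopeptidase of lysosomes (ENSSSCG00000002452, chromosome 7, 114176217 to 114210096), fell from 1307 ± 365 CPM in CON to 576 ± 172 CPM in HS, a log2 fold change of -1.18 (standard error 0.216, adjusted p = 0.06 from edgeR). The study chose the genes of these terms as lower on the same placentae, so they are not independent evidence, and the terms were not tested as groups. Of 58 lysosomal hydrolases and membrane proteins in the fixed list, LGMN was called lower and none higher; 8 were lower and 1 higher when adjusted over the list alone. At an unadjusted p under 0.05, 2 were higher, and DESeq2 called 7 lower and 0 higher. The list had a median log2 fold change of -0.04 and was lower as a whole (camera, adjusted p = 0.00211; adjusted p = 0.333 with an estimated correlation). LGMN passed only without CON replicate 2, CON replicate 5 or HS replicate 5, with an adjusted p of up to 0.183 in the other edgeR fits.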

Despite there being 35 genes upregulated by maternal heat treatment, no GO term was significantly enriched (FDR > 0.05) by the upregulated genes (HS compared with CON). 

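Few genes were called higher by edgeR in HS placentae, and those paired with a symbol rose by less than 1 on the log2 scale. IGSF5, the largest rise in Table 2, is not paired with a gene ID and so is not among these. ZNF691, a zinc finger protein (ENSSSCG00000040559, chromosome 6, 168540461 to 168596451), rose from 9.16 ± 1.95 CPM in CON to 15.7 ± 1.34 CPM in HS, a log2 fold change of 0.77 (standard error 0.145, adjusted p = 0.0692 from edgeR). LRRC45, a protein of the centrosome (ENSSSCG00000040503, chromosome 12, 984691 to 991511), rose from 67.4 ± 10.1 to 96.7 ± 7.39 CPM, a log2 fold change of 0.52 (standard error 0.0998, adjusted p = 0.0779 from edgeR). CACHD1, which modulates calcium channels (ENSSSCG00000004829, chromosome 6, 147774934 to 148010916), rose from 22.0 ± 1.34 to 29.9 ± 1.45 CPM, a log2 fold change of 0.44 (standard error 0.0758, adjusted p = 0.0448 from edgeR). The other 2 genes called higher have no symbol and were named after their values were seen. For ENSSSCG00000012071 the adjusted p from DESeq2, 6.62e-06, rounds to the value that Table 2 prints for IGSF5. They may be the same gene, but this was not checked. ENSSSCG00000012071 rose from 1.02 ± 0.631 to 7.51 ± 4.12 CPM (log2 fold change 2.84, standard error 0.5, adjusted p = 0.0497 from edgeR), and ENSSSCG00000009293 from 45.9 ± 4.03 to 61.7 ± 5.49 CPM (0.43, standard error 0.0849, adjusted p = 0.0909). For these 5 genes every HS placenta lay above every CON placenta, which follows in part from their choice as called genes. CACHD1 passed without CON replicate 2, CON replicate 5, HS replicate 1 or HS replicate 5, LRRC45 without CON replicate 2, CON replicate 4 or HS replicate 5, and ZNF691 without CON replicate 1, CON replicate 2 or HS replicate 5, and none of these 3 passed without any other library (adjusted p up to 0.154, 0.188 and 0.188 from edgeR).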

The full list of significantly enriched GO terms with their associated genes, gene ontology ID, FDR, and fold enrichment are listed in Table S1.

A subset of significantly enriched (FDR ≤ 0.05) Reactome and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways by the downregulated DEGs (HS compared with CON) is listed in Table 3. 

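Enzymes that build keratan sulfate, a sulfated glycosaminoglycan of repeated galactose and N-acetylglucosamine, were lower in HS placentae. B3GNT7, which extends the keratan sulfate chain with N-acetylglucosamine (ENSSSCG00000033015, chromosome 15, 132127386 to 132131912), fell from 71.2 ± 11.9 CPM in CON to 42.3 ± 2.79 CPM in HS, a log2 fold change of -0.75 (standard error 0.107, adjusted p = 0.0188 from edgeR). B4GALT4, a galactosyltransferase (ENSSSCG00000011903, chromosome 13, 140969561 to 141003936), fell from 38.2 ± 7.17 to 22.0 ± 4.33 CPM, a log2 fold change of -0.80 (standard error 0.153, adjusted p = 0.0775 from edgeR). Of 18 keratan sulfate genes tested, 3 were lower, B3GNT7, B4GALT4 and ST3GAL3, and none was higher; 7 were lower and 2 higher when adjusted over the list alone. The 2 with a positive log2 fold change in that count, CHST2 (0.45) and B4GALT3 (0.20), are a sulfotransferase and a galactosyltransferase, and were the genes higher at an unadjusted p under 0.05 in edgeR; DESeq2 called 4 lower and 0 higher. The median log2 fold change was -0.23, and the list was lower as a whole (camera, adjusted p = 1.67e-05), which held with an estimated correlation (adjusted p = 0.0127). Keratan sulfate genes were over-represented among the genes called lower (odds ratio 71.6, Fisher's exact test, two-sided, adjusted p = 0.000508). The study's tables list 4 of these 18 genes, B3GNT7, B4GALT4, ST3GAL3 and ST3GAL1, from the same placentae. Of 9 tested genes in the study's pathway of carbohydrate metabolism (Table S2), 5 were called lower, and of 8 tested genes in its pathway of SLC-mediated transport 2 were, SLC15A1 and SLC45A3. All tested genes of both pathways had a log2 fold change below 0, which is not independent evidence. B4GALT4 passed only without CON replicate 2, CON replicate 5 or HS replicate 5, with an adjusted p of up to 0.192 in the other edgeR fits.

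**Figure D1:**
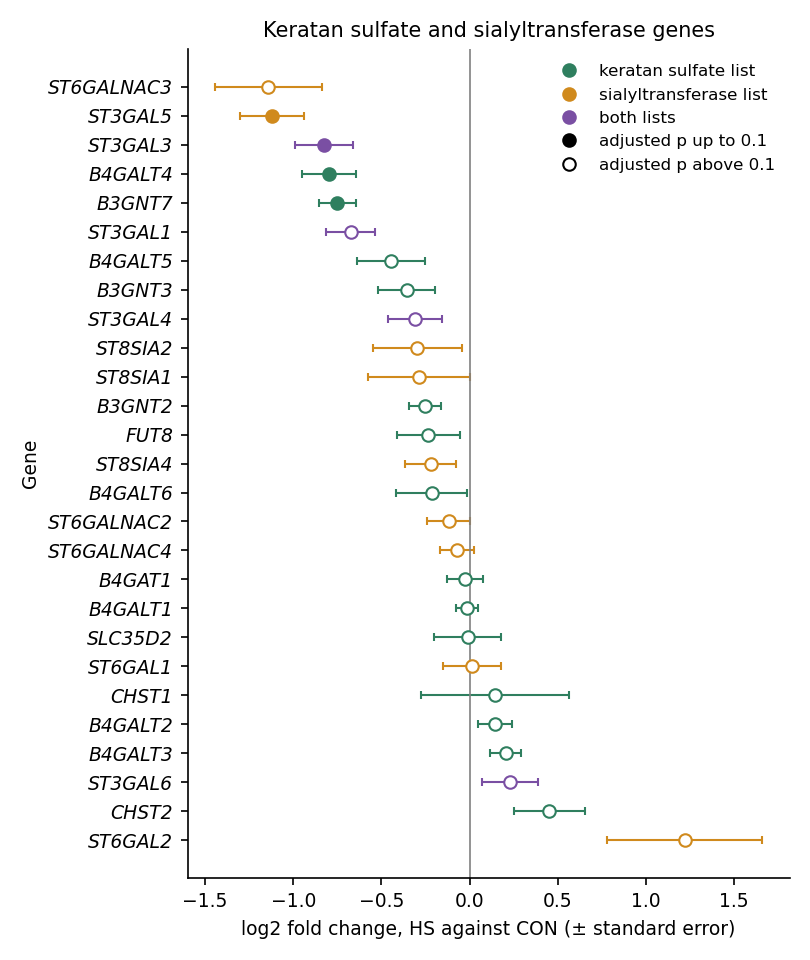
Log2 fold change (HS against CON, horizontal axis) of each tested gene of the keratan sulfate and sialyltransferase lists (vertical axis), from edgeR with 5 placentae per group. Points are estimates, bars are standard errors, colours give the list and filled points have an adjusted p up to 0.1; of 27 genes drawn, 20 lie below 0 and 4 are filled.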

Placental metabolism, including glycosaminoglycan biosynthesis—keratan sulfate (KEGG:00533; FDR = 0.027) and metabolism of carbohydrates (R-SSC-71387; FDR < 0.001); and solute carrier (SLC)-mediated transmembrane transport (R-SSC-425407; FDR = 0.008) were among the pathways enriched by the downregulated genes (Table 3). The full list of significantly enriched pathways with their associated genes, pathway ID, and FDR are listed in Table S2. No pathway was significantly enriched (FDR > 0.05) by the 35 upregulated genes (HS compared with CON).

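No gene list was higher as a whole in HS placentae. Genes of the unfolded protein and integrated stress response came nearest, with a median log2 fold change of 0.07 over 27 genes (camera, direction higher, adjusted p = 0.164; adjusted p = 0.562 with an estimated correlation). Their most abundant members were chaperones of the endoplasmic reticulum: PDIA3 had 1638 ± 81.7 CPM in CON and 1782 ± 237 CPM in HS (log2 fold change 0.12), and CALR 1413 ± 162 and 1438 ± 163 CPM (0.02). This list passed when 1 library was left out in 3 of 10 cases, CON replicate 1, HS replicate 1 or HS replicate 5, with an adjusted p as low as 0.0254 from camera. Heat shock genes did not pass either: none of 42 was called by edgeR or by DESeq2, with 4 lower and 0 higher at an unadjusted p under 0.05, and none passed when adjusted over the list alone. Their median log2 fold change was -0.01 (camera, adjusted p = 0.234), and HSP90AA1, an inducible chaperone, had 1094 ± 131 CPM in CON and 1020 ± 126 CPM in HS (log2 fold change -0.10, adjusted p = 0.849 from edgeR). HSP90B1, the endoplasmic reticulum form, had a log2 fold change of 0.05. The heat shock list passed as lower without CON replicate 5 or HS replicate 3 (adjusted p down to 0.0509). None of the 27 stress response genes was called by edgeR or DESeq2, with 2 higher and 1 lower at an unadjusted p under 0.05, and none passed when adjusted over the list alone. RBM3, an RNA-binding protein raised by cold and the tested member of its list, had 138 ± 6.80 CPM in CON and 146 ± 15.2 CPM in HS (log2 fold change 0.08, adjusted p = 0.840 from edgeR).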

### 2.3. Western Blot 

The relative protein expression of glucose transporter 2 (GLUT2) and peptide transporter 1 (PEPT1) encoded from two candidate genes, solute carrier family 2 member 2 (*SLC2A2*) and *SLC15A1*, respectively, was quantified by western blot. Consistent with the gene expression change, relative protein expression of GLUT2 was lower in the HS group compared to the CON group (*p* = 0.036, Figure 4A). However, relative expression of PEPT1 was not significantly different (*p* = 0.18) between placentae from the two groups (Figure 4B). The original blot images for GLUT2 and PEPT1 were provided in Supporting Information File 1.

## 3. Discussion

The findings of this study reinforce our previous observations of placental insufficiency and compensatory adaptation of placentae in response to maternal heat stress during the critical time window of gestation in pigs [15]. The current data also extend the previous findings by revealing molecular mechanisms underpinning the phenotypes identified. The principal findings of this study support our hypothesis, as they clearly showed that maternal heat stress altered the expression of genes associated with placental nutrient transporter activity and metabolism in pregnant pigs. 

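Lists of ion and sugar transporters, keratan sulfate enzymes and sialyltransferases were lower in HS placentae, whereas the solute carriers did not pass as a family. Of the 25 lists, 16 were lower as a whole and none was higher (camera). With an estimated correlation, 8 of the 16 still passed: sodium, potassium and calcium transport, sugar transporters, P-type ATPases, keratan sulfate, sialyltransferases, glycolysis and gluconeogenesis, extracellular vesicle proteins, and hypoxia response. The peptide, monocarboxylate and nucleoside transporters and the chondroitin, dermatan, heparan and hyaluronan enzymes did not (adjusted p = 0.136 for each), nor did the former with fry from limma (adjusted p = 0.102). Some lists share genes: 4 between keratan sulfate and sialyltransferases, 6 between hypoxia response and glycolysis, and 5 between P-type ATPases and cation transport. The study's text and tables list 8 of the tested cation transport genes, 12 of the solute carriers and 3 of the P-type ATPases from these same placentae. No marker list passed a test of its mean log2 CPM per placenta (exact two-sided permutation tests over the 11 lists, smallest p = 0.167, adjusted p at least 0.764). By camera, fibroblast, erythroid and squamous or amniotic epithelium markers were lower in HS (adjusted p = 0.00578, 0.0403 and 0.0744; adjusted p = 0.851 for each with an estimated correlation). Single libraries carried much of this: the difference of the mean log2 CPM, HS minus CON, moved from -0.31 to -0.17 for fibroblast markers without HS replicate 1, from -0.32 to -0.08 for erythroid markers without CON replicate 2 (-0.21 without HS replicate 3) and from -0.37 to -0.19 for squamous or amniotic markers without CON replicate 2. From the lower expression of transporter and metabolic genes, the paper concludes that heat changed expression of nutrient transport and metabolism genes. It proposes that the transport capacity of the placenta changed as well. The paper also draws on lower GLUT2 protein in western blots, where PEPT1 protein did not differ significantly, and on lower placental efficiency.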

Particularly, the data revealed decreased expression of genes associated with the SLC-mediated transmembrane transport by maternal heat stress. 

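SLC15A1 and SLC45A3, which carry peptides and sugars, were lower in HS placentae. They were the 2 of 226 tested solute carriers that edgeR called lower, and none was called higher. SLC45A3, a proton-coupled sugar transporter (ENSSSCG00000026547, chromosome 9, 66344742 to 66365999), fell from 279 ± 98.0 CPM in CON to 99.5 ± 20.9 CPM in HS, a log2 fold change of -1.49 (standard error 0.231, adjusted p = 0.0297 from edgeR). When adjusted over the list alone, 8 solute carriers were lower and 6 higher, and among these 226 genes DESeq2 called 8 lower and 4 higher. Those higher in the count over the list were SLC7A10, SLC26A6, SLC25A25, SLC30A2, SLC4A3 and SLC25A10, which carry amino acids, anions, mitochondrial substrates and zinc. SLC30A2, a zinc transporter, had a log2 fold change of 0.65 (adjusted p = 0.279 from edgeR), SLC26A6, an anion exchanger, 0.44 (0.220) and SLC25A25, a mitochondrial carrier of ATP and magnesium, 0.34 (0.232). At an unadjusted p under 0.05 edgeR gave 18 lower and 9 higher. Over the family 116 of 226 genes had a log2 fold change below 0, and the family did not pass as a whole (camera, adjusted p = 0.460). Solute carriers made up 2 of the 34 genes called lower with a symbol (odds ratio 3.05, Fisher's exact test, two-sided, p = 0.150, adjusted p = 0.451), and 9 of 119 by DESeq2 (odds ratio 3.94, adjusted p = 0.00308). SLC45A3 did not pass without HS replicate 4 (adjusted p = 0.117), and the over-representation passed without HS replicate 5 (odds ratio 3.98, Fisher's exact test, adjusted p = 0.0663).

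**Figure D2:**
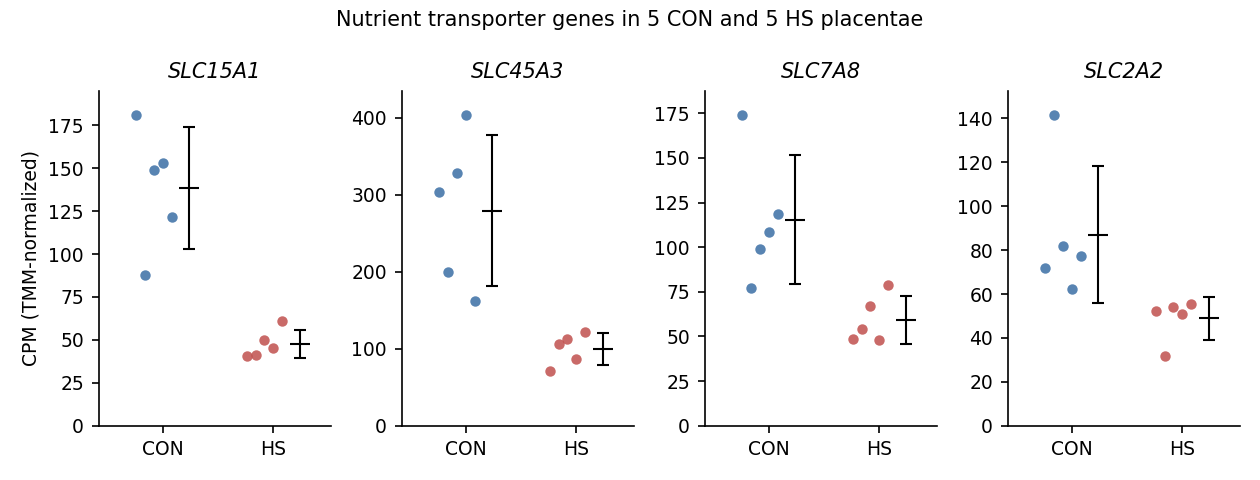
Levels of SLC15A1, SLC45A3, SLC7A8 and SLC2A2 in each placenta (CPM, vertical axis) by group (horizontal axis), with the mean and SD of 5 placentae per group. HS placentae lie between 40.5 and 60.9 CPM for SLC15A1 and CON placentae between 87.7 and 180.8 CPM; for SLC45A3 the ranges are 70.7 to 122 and 162 to 403 CPM.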

Placental transport of most nutrients is facilitated by transporters located on the placental membranes, hence, altered gene expression of these transporters suggests a changed substrate transport capacity of the placentae [13].

We have identified that maternal heat stress decreased the expression of genes associated with major nutrient transporters, including those for neutral amino acids and peptides. 

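The mRNA of the peptide transporter SLC15A1 was lower in HS placentae, while the amino acid transporters did not pass as a group. Of 31 amino acid transporters tested, none was called by edgeR, and 1 was lower and 1 higher when adjusted over the list alone, SLC7A8 and SLC7A10. SLC7A10, an exchanger of small neutral amino acids, had 12.7 ± 2.10 CPM in CON and 21.3 ± 4.01 CPM in HS, a log2 fold change of 0.74 (standard error 0.153, adjusted p = 0.101 from edgeR and 0.00361 from DESeq2). At an unadjusted p under 0.05, 3 were lower and 1 higher, and DESeq2 called 1 lower and 1 higher. The most abundant members, the neutral amino acid transporters SLC1A5 and SLC38A2, had 463 ± 52.1 and 277 ± 10.8 CPM in CON and 494 ± 54.1 and 304 ± 49.98 CPM in HS (log2 fold changes 0.09 and 0.13). The list did not pass (median log2 fold change -0.04, camera, adjusted p = 0.466). Of 11 peptide, monocarboxylate and nucleoside transporters, SLC15A1 was called lower, as it was when adjusted over the list alone, and none was higher by edgeR (0 at an unadjusted p under 0.05 and 0 by DESeq2). These 11 were lower as a whole (median log2 fold change -0.08, camera, adjusted p = 0.00211; adjusted p = 0.136 with an estimated correlation).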

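SLC7A8 and SLC38A3, both carriers of neutral amino acids, had lower levels in HS than in CON placentae, and their calls depended on the tool. SLC7A8 (ENSSSCG00000002032, chromosome 7, 75854700 to 75921931) had 115 ± 36.2 CPM in CON and 59.2 ± 13.4 CPM in HS. This is a log2 fold change of -0.96 (standard error 0.201, adjusted p = 0.102 from edgeR), and DESeq2 called it lower (adjusted p = 0.000715). SLC38A3 (ENSSSCG00000011397, chromosome 13, 32683131 to 32699803) had 1.96 ± 0.999 CPM in CON and 0.426 ± 0.262 CPM in HS, or 98 counts over the 10 libraries, and was not kept by the edgeR filter. Every HS placenta lay below every CON placenta for SLC38A3 (exact two-sided permutation test, unadjusted p = 0.007937). This follows in part from the study's choice of SLC38A3 on these placentae. DESeq2 gave SLC38A3 a log2 fold change of -2.21 (adjusted p = 0.0156), and edgeR without the filter -2.17 (adjusted p = 0.114, range 0.0877 to 0.255 over the edgeR alternatives that tested it); among these it passed only without HS replicate 5. SLC7A8 passed in edgeR with RLE factors (adjusted p = 0.0977) or no filter on low counts (adjusted p = 0.0396), with voom and sample weights (adjusted p = 0.0690), and with the newer quasi-likelihood fit (adjusted p = 0.0940), which was added after the data were seen.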

Genes encoding neutral amino acid transporters (*SLC7A8* and *SLC38A3*) are among the downregulated genes that are associated with SLC-mediated transmembrane transport. Gene *SLC7A8* has previously been detected in the pig placenta [13], and the protein product of *SLC7A8* is a sodium-independent system L amino acid exchanger (LAT2) that facilitates transport of large neutral amino acids, including glutamine, leucine, and alanine [17]. Gene *SLC38A3* encodes a sodium-dependent system N amino acid transporter (SNAT3) and mediates transport of glutamine, histidine, and asparagine [18]. Decreased gene expression of those genes may have implications for transplacental amino acid transport, especially of glutamine, which is a critical amino acid for fetal development in pigs [19]. Previous studies have reported reduced placental leucine and threonine fluxes by gestational heat stress in gestating dams in a sheep model of fetal growth restriction [10,11]. 

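The peptide transporter gene SLC15A1 was lower in every HS placenta than in any CON placenta. SLC15A1 (ENSSSCG00000009513, chromosome 11, 67652808 to 67690457) had 138 ± 35.3 CPM in CON and 47.7 ± 8.32 CPM in HS, 2.90-fold lower in HS. Its log2 fold change was -1.54 (standard error 0.176, adjusted p = 0.00657 from edgeR), the fourth largest fall among the genes with a symbol that edgeR called. The groups did not overlap (exact two-sided permutation test, unadjusted p = 0.007937), which follows in part from the choice of this gene on these placentae. Leaving out any 1 library gave log2 fold changes of -1.67 to -1.42 for SLC15A1 with an adjusted p of at most 0.0409.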

In the present study, we also identified gene *SLC15A1*, which encodes the high capacity di/tripeptide transporter (PEPT1), to be among the most downregulated genes by maternal heat stress. Although the gene product of *SLC15A1* is mostly known as a high-capacity peptide transporter located in the intestinal epithelium [20], this gene has previously been detected in trophoblast epithelial cells of the pig placenta, supporting its possible involvement in transplacental peptide transport [13]. However, a significant change in relative protein expression of PEPT1 was not detected in this study, although it was numerically lower in HS placentae compared to CON placentae. The reason for this observation may be that the steady-state protein expression may be subjected to post-transcriptional modifications and protein turnover rates [21]. Nevertheless, these findings highlight the altered expression of genes associated with placental neutral amino acid and peptide transport by maternal heat exposure. However, whether the change in gene expression contributes to a functional change of those transporters and subsequently affects fetal uptake of amino acids needs to be further investigated.

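Genes of sodium, potassium and calcium transport were lower as a group in HS placentae. KCNK5, an acid-sensitive potassium channel (ENSSSCG00000025423, chromosome 7, 34617948 to 34656705), fell from 94.6 ± 33.5 CPM in CON to 37.9 ± 10.9 CPM in HS, a log2 fold change of -1.32 (standard error 0.239, adjusted p = 0.0563 from edgeR). KCNK5 was the gene called lower among 41 tested, and none was higher; 9 were lower and 1 higher when adjusted over the list alone. The gene higher in that count was KCNQ1, a potassium channel with a log2 fold change of 0.73, and DESeq2 called 8 lower and 0 higher; at an unadjusted p under 0.05 in edgeR 10 were lower and 2 higher. TRPM6, a magnesium channel, had a log2 fold change of -0.50 (adjusted p = 0.234 from edgeR), HVCN1, a proton channel, -0.91 (0.297), SLC20A1, a sodium-phosphate cotransporter, -0.45 (0.194) and SLC8B1, a mitochondrial sodium-calcium exchanger, -0.56 (0.297). Of the 41 genes, 31 had a log2 fold change below 0, with a median of -0.20. The list was lower (camera, adjusted p = 3.33e-06) and held with an estimated correlation (adjusted p = 0.00810). The study's text and tables list 8 of the 41 genes from these same placentae, so this is not independent evidence. KCNK5 passed only without CON replicate 2, CON replicate 5 or HS replicate 5 (adjusted p up to 0.177 in the other edgeR fits), and it did not pass with robust estimation (adjusted p = 0.122).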

In this study, the GO term of ion transmembrane transporter activity was also enriched by the differentially expressed genes. For example, lower gene expression of ATPase isoforms (*ATP1A1*, *ATP13A3*, *ATP8B1*) were detected in HS placentae compared with CON placentae. 

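The levels of ATP1A1, ATP13A3 and ATP8B1 were lower in HS than in CON placentae, with calls by DESeq2 and not by edgeR. The study chose these 3 genes on the same placentae, so their unadjusted permutation p-values are not independent evidence. ATP1A1, the catalytic subunit of the sodium pump (ENSSSCG00000006740, chromosome 4, 104353506 to 104384321), had 897 ± 87.0 CPM in CON and 710.3 ± 85.0 CPM in HS, a log2 fold change of -0.34 (standard error 0.102, adjusted p = 0.323 from edgeR and 0.0795 from DESeq2; exact two-sided permutation test, p = 0.0159). ATP13A3, a polyamine transporter (ENSSSCG00000011825, chromosome 13, 131391793 to 131476123), had 230.3 ± 66.4 CPM in CON and 132 ± 33.2 CPM in HS, a log2 fold change of -0.80 (standard error 0.205, adjusted p = 0.226 from edgeR and 0.0147 from DESeq2; exact permutation p = 0.0397). ATP8B1, a phospholipid flippase (ENSSSCG00000004921, chromosome 1, 162936209 to 163063040), had 33.6 ± 4.87 CPM in CON and 22.9 ± 4.30 CPM in HS, a log2 fold change of -0.55 (standard error 0.142, adjusted p = 0.223 from edgeR and 0.0431 from DESeq2; exact permutation p = 0.0159). These 3 genes were the ones lower among 23 P-type ATPases when adjusted over the list alone, and edgeR called none of the 23 over all genes (3 lower and 0 higher at an unadjusted p under 0.05; DESeq2 called 3 lower). The list was lower as a whole (median log2 fold change -0.09, camera, adjusted p = 0.00284; adjusted p = 0.0870 with an estimated correlation). ATP8A1, another flippase and among the most abundant members, had a log2 fold change of 0.10 (adjusted p = 0.879 from edgeR).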

The protein product of gene *ATP1A1* is a subfamily of sodium-potassium ATPase, known as the sodium pump, which plays an essential role in maintaining cellular electrochemical gradients and contributes to the net transport of sodium across plasma membranes [22]. Notably, the activity of sodium-potassium ATPase is known to be reduced in human placentae from IUGR pregnancies [23]. In the current study, a lower gene expression of *ATP1A1* is combined with a decreased expression of gene *SCNN1G*, which encodes a subunit of epithelial sodium channel (ENaC) [24]. It has been reported that the ENaC protein is expressed in placentae of mid to late-gestating pigs, mediating the net movement of sodium across placental membranes [25]. Thus, changes in expression of these genes may suggest altered placental cellular ionic homeostasis, especially of the sodium ion, due to maternal thermal stress. 

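SCNN1G, the gamma subunit of the epithelial sodium channel, had 45.4 ± 8.20 CPM in CON and 32.1 ± 3.89 CPM in HS placentae (ENSSSCG00000007836, chromosome 3, 22977940 to 23013384). The log2 fold change was -0.50 (standard error 0.130, adjusted p = 0.234 from edgeR). In 3 of 5 HS placentae the SCNN1G level lay below that of every CON placenta (exact two-sided permutation test, unadjusted p = 0.0238). This follows in part from the study's choice of SCNN1G on these placentae. DESeq2 called SCNN1G lower (adjusted p = 0.0597).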

Equally in the present study, gene expression of *SLC40A1* and *SLC11A2*, which encode ferroportin and divalent metal transporter-1 (DMT1), respectively [26], were also lower in HS placentae. 

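The iron exporter SLC40A1 and the metal importer SLC11A2 had lower levels in HS than in CON placentae, and DESeq2 called both lower while edgeR did not. SLC40A1 (ENSSSCG00000027157, chromosome 15, 94140635 to 94161793) had 249 ± 38.7 CPM in CON and 182 ± 18.3 CPM in HS, a log2 fold change of -0.45 (standard error 0.110, adjusted p = 0.192 from edgeR and 0.0165 from DESeq2). No HS placenta reached the SLC40A1 level of any CON placenta (exact two-sided permutation test, unadjusted p = 0.007937). This follows in part from the study's choice of SLC40A1 on these placentae, and the same holds for the permutation p of SLC11A2 below. SLC11A2 (ENSSSCG00000034039) had 26.4 ± 7.61 CPM in CON and 17.2 ± 2.20 CPM in HS, a log2 fold change of -0.62 (standard error 0.177, adjusted p = 0.300 from edgeR and 0.0975 from DESeq2; exact permutation p = 0.0238). Of 40 genes of iron, zinc and copper handling, edgeR called none (4 lower and 3 higher at an unadjusted p under 0.05; DESeq2 called 2 lower and 1 higher). When adjusted over the list alone, SLC40A1 and SLC11A2 were lower and the zinc transporter SLC30A2 was higher. The list did not pass (median log2 fold change 0.05, camera, adjusted p = 0.85), and FTL, the light chain of the iron store ferritin, had 912 ± 128 CPM in CON and 869 ± 116 CPM in HS (log2 fold change -0.07).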

Ferroportin and DMT1 are two well-known proteins critical for cellular iron transport [27]. Ferroportin mediates iron efflux from the cell, whereas DMT1 acts as an iron importer [26,27]. Although it is known that transplacental iron transport is partially regulated by placental synthesis and secretion of uteroferrin [28], decreased gene expression of ferroportin (*SLC40A1*) and DMT1 (*SLC11A2*) may affect iron fluxes and homeostasis on a cellular level, subsequently affecting transmembrane transport of iron ions.

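PAPSS2 and CHST3, which supply and transfer sulfate during glycosaminoglycan synthesis, were lower in HS placentae. PAPSS2, which makes the sulfate donor PAPS (ENSSSCG00000010437, chromosome 14, 99718299 to 99816346), fell from 280.3 ± 96.1 CPM in CON to 96.7 ± 27.7 CPM in HS, a log2 fold change of -1.54 (standard error 0.246, adjusted p = 0.0298 from edgeR). CHST3, a chondroitin 6-sulfotransferase (ENSSSCG00000023662, chromosome 14, 74850931 to 74891527), fell from 204 ± 81.7 to 65.0 ± 21.0 CPM, a log2 fold change of -1.65 (standard error 0.286, adjusted p = 0.0448 from edgeR). They were the 2 genes called lower among 42 of chondroitin, dermatan, heparan and hyaluronan synthesis, also when adjusted over the list alone, and none was higher by edgeR (0 at an unadjusted p under 0.05 and 0 by DESeq2). The median log2 fold change of the list was -0.05, and it was lower as a whole (camera, adjusted p = 0.0105; adjusted p = 0.136 with an estimated correlation). All 5 tested genes of the study's pathway of glycosaminoglycan metabolism (Table S2) were called lower, with a median log2 fold change of -0.82, which is not independent evidence since the pathway was found in the same placentae. PAPSS2 did not pass without HS replicate 2, 3 or 4 (adjusted p up to 0.117 from edgeR). CHST3 passed only without CON replicate 2, CON replicate 5 or HS replicate 5 (adjusted p up to 0.154 in the other fits), and it did not pass with robust estimation (adjusted p = 0.131).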

Pathway enrichment analysis showed that glycosaminoglycan biosynthesis, by which placental stroma is synthesised, was enriched by the downregulated genes. This suggests that placental stroma synthesis is downregulated by maternal heat stress. 

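ECM1 and CCN2 were lower in HS placentae, and genes of the stromal matrix were lower as a group at the preset correlation. ECM1, a secreted matrix glycoprotein (ENSSSCG00000029230, chromosome 4, 98615776 to 98633081), fell from 41.5 ± 9.08 CPM in CON to 19.4 ± 6.19 CPM in HS, a log2 fold change of -1.10 (standard error 0.212, adjusted p = 0.0800 from edgeR). CCN2, a matricellular growth factor (ENSSSCG00000004192), fell from 105 ± 23.6 to 54.0 ± 15.2 CPM, a log2 fold change of -0.96 (standard error 0.195, adjusted p = 0.0956 from edgeR). Of 38 matrix genes 2 were called lower, also when adjusted over the list alone, and none was higher by edgeR (0 at an unadjusted p under 0.05 and 0 by DESeq2). Of the 38 matrix genes, 34 had a log2 fold change below 0, with a median of -0.17, and the list was lower (camera, adjusted p = 1.63e-06; adjusted p = 0.324 with an estimated correlation). COL3A1 and COL1A1, the main fibrillar collagens among the fibroblast markers, had 9434 ± 1955 and 6219 ± 2594 CPM in CON and 8200.4 ± 2208 and 4775 ± 1508 CPM in HS (log2 fold changes -0.20 and -0.38). Fibroblast markers, 9 of which are also in the matrix list, had a mean of 7.50 ± 0.24 log2 CPM in CON and 7.19 ± 0.36 log2 CPM in HS (n = 5 per group, exact two-sided permutation test, p = 0.167). ECM1 passed only without HS replicate 5, and CCN2 only without CON replicate 3 or HS replicate 5 (adjusted p up to 0.188 and 0.259 in the other edgeR fits); with robust estimation the adjusted p was 0.110 and 0.136.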

Placental stroma, together with its embedded epithelial bilayer, are two major structures of pig placentae [13]. In addition, placental stroma is composed of extracellular matrix components, which are biosynthesised by glycosaminoglycans [29]. Therefore, altered gene expression associated with the glycosaminoglycan biosynthesis may have implications for placental stroma morphology. The mechanism by which maternal heat stress affects glycosaminoglycan biosynthesis and placental stroma development remains unknown. One possible explanation is that it is part of a placental compensatory mechanism in an attempt to increase nutrient transport capacity. This can be achieved by enhancing the growth of placental epithelium, as the pig epithelial bilayer develops at the cost of the width of placental stroma [30]. The current finding is in accordance with our previously reported placental microscopy results, showing placentae from heat-stressed gilts had an increased epithelial layer thickness than placentae from the control gilts [15]. Therefore, downregulation of the glycosaminoglycan biosynthesis may instead mean that there is a dilution of the stroma in the HS placenta, contributing to compensatory growth of the epithelial bilayer and the nutrient exchange surface area. Collectively, this adaptative strategy aims to compensate for the heat-stress induced placental insufficiency in pigs.

Furthermore, this study identified that the altered glycosaminoglycan biosynthesis could be associated with downregulated expression of key genes relevant to its upstream metabolic pathways. 

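Enzymes of the hexosamine pathway, which makes the amino sugars of glycosaminoglycans, were not called in HS placentae. Of 16 genes of hexosamine and sialic acid synthesis, edgeR called none over all genes, with 1 lower and 0 higher at an unadjusted p under 0.05. That gene, CMAS, which activates sialic acid for transfer, had a log2 fold change of -0.35 (standard error 0.0775, adjusted p = 0.112 from edgeR), was lower when adjusted over the list alone and was the 1 gene that DESeq2 called. NANS, which makes sialic acid, had 220 ± 10.9 CPM in CON and 225 ± 13.8 CPM in HS (log2 fold change 0.04), and SLC35A3, the Golgi carrier of UDP-N-acetylglucosamine, 144 ± 10.7 and 145 ± 21.7 CPM (0.01). The list did not pass (camera, direction lower, adjusted p = 0.842), and its median log2 fold change of 0.02 differed in sign from its test.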

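SLC2A2, the glucose transporter GLUT2 (ENSSSCG00000020927, chromosome 13, 109592595 to 109614105), had 87.0 ± 31.3 CPM in CON and 48.9 ± 9.63 CPM in HS placentae. The log2 fold change was -0.83 (standard error 0.211, adjusted p = 0.221 from edgeR), and DESeq2 called SLC2A2 lower (adjusted p = 0.0150). Every HS placenta lay below every CON placenta for this gene (exact two-sided permutation test, unadjusted p = 0.007937). This follows in part from the study's choice of the gene on these placentae. HS replicate 2 lay apart from the other HS placentae at 32.0 CPM against 50.8 to 55.4 CPM. CON replicate 2 was the highest CON placenta, at 141 CPM against 62.2 to 81.8 CPM in the others. Sugar transporters were lower as a group: of 11 tested, SLC45A3 was called lower and none was higher, and 3 were lower when adjusted over the list alone, SLC45A3, SLC2A2 and SLC45A4 (log2 fold change -0.55). No member was higher at an unadjusted p under 0.05 or by DESeq2, which called 2 lower. The median log2 fold change was -0.11 (camera, adjusted p = 0.00116), and the list passed with an estimated correlation (adjusted p = 0.0454). The study lists 2 of the 11, SLC45A3 and SLC2A2, from these same placentae, so this is not independent evidence.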

Notably, the expression of *SLC2A2*, a gene encoding the glucose transporter 2 (GLUT2), was lower in HS placentae compared to CON placentae. Although gene expression of *SLC2A2* has previously been detected in pig placentae [31], the role of GLUT2 in placental glucose transport is poorly understood. Interestingly, it has been suggested that GLUT2 may be involved in transport of glucosamine needed for glycosaminoglycan biosynthesis [32,33]. In this study, the reduction in *SLC2A2* expression in the placenta from the HS group was reinforced by lower relative protein expression of GLUT2, suggesting a change in biological function. 

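FBP2 and GPI, an enzyme of gluconeogenesis and an enzyme of glycolysis, had lower levels in HS than in CON placentae. FBP2 (ENSSSCG00000010947, chromosome 10, 27631833 to 27661704) had 12.2 ± 6.92 CPM in CON and 3.35 ± 1.18 CPM in HS, a log2 fold change of -1.86 (standard error 0.397, adjusted p = 0.107 from edgeR and 0.000550 from DESeq2; exact two-sided permutation test, p = 0.0159). GPI (ENSSSCG00000002873, chromosome 6, 44038374 to 44069331) had 172 ± 11.7 CPM in CON and 148 ± 3.83 CPM in HS, a log2 fold change of -0.21 (standard error 0.0647, adjusted p = 0.323 from edgeR and 0.0732 from DESeq2). Every HS placenta lay below every CON placenta for GPI (exact permutation test, unadjusted p = 0.007937), which follows in part from its choice by the study on these placentae. The permutation p of FBP2, likewise unadjusted, has the same limit. Of 32 genes of glycolysis and gluconeogenesis, edgeR called none over all genes (9 lower and 0 higher at an unadjusted p under 0.05; DESeq2 called 4 lower), and 6 were lower when adjusted over the list alone: FBP2, LDHA, GBE1, GPI, PGK1 and PCK2. LDHA, a lactate dehydrogenase, had a log2 fold change of -0.40 (adjusted p = 0.107 from edgeR). The list was lower as a whole (median log2 fold change -0.09, camera, adjusted p = 0.000419; adjusted p = 0.0870 with an estimated correlation). GAPDH and PGAM1, its most abundant members, had 888 ± 101 and 913 ± 65.7 CPM in CON and 852 ± 58.2 and 925 ± 83.6 CPM in HS (log2 fold changes -0.06 and 0.02).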

We also identified fructose-1,6-bisphosphatase 2 (*FBP2*) and glucose-6-phosphate isomerase (*GPI*) among the downregulated genes. The gene product of *GPI* catalyses isomerisation of glucose 6-phosphate to fructose 6-phosphate in the glycolytic pathway, whereas the gene product of *FBP2* catalyses fructose 1,6-biphosphate to fructose 6-phosphate in the gluconeogenesis pathway [34]. Interestingly, the protein products of *FBP2* and *GPI* are both involved in the synthesis of fructose 6-phosphate. Fructose 6-phosphate, together with glutamine, are important substrates for the synthesis of glycosaminoglycans via the hexosamine biosynthesis pathway in pig placentae [31,35]. In a previous study, Krombeen et al. [36] reported that *FBP2* gene expression was increased in placentae with higher placental efficiency in late gestating pigs. Taken together, the current results demonstrate that maternal heat stress affects the expression of genes associated with placental synthesis of glycosaminoglycans, the primary component of placental stroma, suggesting altered placental metabolism and function.

An interesting finding of this study is that the cellular component GO term extracellular vesicle was enriched, based on five genes (*GPRC5C*, *SLC11A2*, *SCNN1G*, *DEFB1*, and *ANXA1*). 

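GPRC5C, SLC11A2, SCNN1G, DEFB1 and ANXA1 had lower levels in HS than in CON placentae, with log2 fold changes of -1.05 to -0.37 and a median of -0.62. ANXA1, a phospholipid-binding protein that limits inflammation (ENSSSCG00000005267, chromosome 1, 226414200 to 226431963), had 294 ± 85.5 CPM in CON and 159 ± 31.6 CPM in HS, a log2 fold change of -0.89 (standard error 0.188, adjusted p = 0.102 from edgeR and 0.000828 from DESeq2). GPRC5C, an orphan G protein-coupled receptor (ENSSSCG00000040989, chromosome 12, 6698598 to 6715279), had 28.1 ± 2.07 CPM in CON and 21.7 ± 2.10 CPM in HS, a log2 fold change of -0.37 (standard error 0.0903, adjusted p = 0.180 from edgeR and 0.0545 from DESeq2). DEFB1, an antimicrobial beta-defensin (ENSSSCG00000029990), had 19.8 ± 11.7 CPM in CON and 9.47 ± 2.39 CPM in HS, a log2 fold change of -1.05 (standard error 0.316, adjusted p = 0.322 from edgeR and 0.0694 from DESeq2), and CON replicate 3 stood at 40.6 CPM against 13.4 to 16.8 CPM in the other CON placentae; without it the log2 fold change was -0.62. DESeq2 called all 5 genes lower and edgeR called none, and since the study drew them from the same placentae they are not independent evidence. Of 26 proteins commonly used to mark extracellular vesicles, edgeR called none (4 lower and 1 higher at an unadjusted p under 0.05; DESeq2 called 1 lower), and ANXA1 was lower when adjusted over the list alone. This list was lower as a whole (median log2 fold change -0.09, camera, adjusted p = 0.00380; adjusted p = 0.0975 with an estimated correlation). CD63 and ANXA2, the vesicle proteins with the highest expression, had 575 ± 13.8 and 567 ± 129 CPM in CON and 521 ± 67.6 and 481 ± 42.8 CPM in HS (log2 fold changes -0.14 and -0.24).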

Extracellular vesicles, which contain proteins, small RNAs, and lipids, are bilayer membranous complexes released into the extracellular microenvironment [37]. During gestation, especially at the early stages, extracellular vesicles are known to transport biologically active molecules and to act as a vehicle of intracellular communication in uterine luminal fluids [38] and placentae [39], favouring conceptus development. In pig placentae, extracellular vesicles are known mediators of placental endothelial cell proliferation and angiogenesis during early gestation [39]. Although the mechanism by which heat stress affects intracellular communication and signalling via extracellular vesicles remains poorly understood, a recent study has suggested a protective role of extracellular vesicles in combating heat-stress induced oxidative stress in follicular cells [40]. The present data are also in line with a previous study showing that extracellular exosomes, a subset of extracellular vesicles, were enriched by differentially expressed genes between pig placentae with high and low placental efficiency [36]. Collectively, these findings highlight the notion that changes in molecular regulation of extracellular vesicles may be implicated in differences in placental efficiency and heat stress responses.

In terms of future studies, the current study was performed on placentae from female fetuses, due to female placentae having a more pronounced response to maternal heat stress [15], and to limit the impacts of intra-litter variation. It would therefore be of interest to investigate and quantify sexual dimorphic differences in the genes and pathways highlighted in the present study. 

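The 3 listed genes of the Y chromosome that are paired with a gene ID were at or near 0 counts in all 10 placental libraries. Other Y-linked genes of the list, such as SRY and DDX3Y, are not paired with an ID and were not measured. KDM5D and AMELY had 0 counts in every library. EIF1AY (ENSSSCG00000037509, chromosome Y, 9687350 to 9704489) had 3 counts in total, 1 in CON replicate 1 and 2 in HS replicate 4. XIST, the RNA of the inactive X chromosome, is not paired with a gene ID and was not measured here.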

Based on the fundamental gene ontology and pathways identified in the current study, we predict that many of the reported changes would also respond, although to a lesser extent, to maternal heat stress in placentae of male fetuses. In this study, it remains unclear whether the identified molecular responses and placental insufficiency are directly associated with maternal hyperthermia or indirectly related to maternal heat adaptations, such as a reduction in uterine blood flow in an attempt to increase periphery heat dissipation [9]. Reduced uterine blood flow may affect placental transport efficiency by, at least in part, affecting ion gradients and transport of oxygen. Future studies are required to gain a better understanding of the exact mechanism.

## 4. Conclusions

The findings of this study confirm that maternal heat stress during early to mid-gestation in pigs decreased the expression of genes associated with placental nutrient transport activity, including neutral amino acid, peptide, and cation transmembrane transport. These data highlight that placental insufficiency induced by maternal heat stress may be underpinned by impaired placental nutrient transport capacity. Furthermore, altered expression of genes related to placental metabolism, such as the downregulation of glycosaminoglycan (placental stroma) biosynthesis, provides a mechanism to explain placental compensatory adaptations in an attempt to mitigate against the placental insufficiency in order to sustain fetal development.

## 5. Materials and Methods

### 5.1. Ethical Approval

The animal procedures were reviewed and approved by the Animal Ethics Committee (AEC) of the University of Melbourne, Australia (Ethics Id: 1714365.2, 3 October 2018). The experimental protocols followed the Australian Code for the Care and Use of Animals for Scientific Purposes (8th edition; National Health and Medical Research Council, 2013).

### 5.2. Animals and Experimental Design

Placental samples used for RNA-seq in the present study were obtained from a subset of tissues collected from animals used in a previous experiment [15]. Briefly, ten Large White × Landrace female pigs (gilts; 112 ± 5 kg liveweights, mean ± SD) were selected from a commercial piggery and were artificially inseminated (d0) on a farm (Huntly Piggery, Victoria, Australia). After pregnancy was confirmed at d28 of gestation, the pregnant pigs were transported to the climate-controlled facility at the University of Melbourne. The pigs were individually housed in plastic floor pens (2.2 m × 1.2 m) at constant 20 °C for acclimation. On d40 of gestation, pregnant pigs were either exposed to thermoneutral control (CON; *n* = 5; constant 20 °C) or cyclic heat stress conditions (HS; *n* = 5; 33 °C between 0900 h and 1700 h, and 28 °C between 1700 h and 0900 h) for 3 weeks. The heat treatment mimicked hot summer conditions in Australian pig farms. During the experimental period, pregnant pigs were restrictively fed with a commercially gestating diet at 2.0 kg per day as per commercial procedures. All pigs had equivalent nutrition intakes and had *ad libitum* access to water during the experimental period. Overall, the climate-controlled period was between d40 and d60 of gestation. 

### 5.3. Tissue Collection and Morphometric Analysis 

On d60 of pregnancy, the pregnant pigs were euthanised for sample collection, according to the AEC approved protocol. The gravid uterus was harvested by midventral laparotomy. Then, the uterus was opened via an incision along the anti-mesometrial side of the uterine horn. In each uterus, one uterine horn was randomly identified, from which three focal fetuses were collected (one each from the cervical, middle, and tip uterine positions). Their matched placentae were identified and carefully stripped from the endometrium and weighted. Fetal and placental weights were measured, and placental efficiency (fetal/placental weight) was calculated. Placentae were placed flat on cutting mats and the surface areas were measured. A placental biopsy sample was collected and immediately snap frozen in liquid nitrogen and stored at −80 °C prior to further analysis. 

### 5.4. Total RNA Isolation, Library Preparation, and Sequencing

A total of 10 female placentae (CON, *n* = 5 placentae; HS, *n* = 5 placentae) from 10 pregnant pigs were selected for the RNA-seq experiment. The selection criteria were to collect (1) a representative sample from each litter in consideration of within-litter variation in litter-bearing species [41]; (2) a representative sample with placental efficiency (fetal/placental weight) being closest to the average placental efficiency (fetal/placental weight) among the focal litter, and (3) exclusively female placentae, as they exhibited a greater reduction in placental efficiency to maternal heat exposure compared to their male counterparts from our previously experimental data [15]. Placental total RNA was extracted using ReliaPrep RNA tissue Miniprep System (Cat# Z6111; Promega, Madison, WI, USA) as per the manufacturer’s instructions. RNA integrity and concentration were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s instructions. RNA purity was assessed using a nanodrop spectrophotometer (Thermo Scientific, Walton, MA, USA). The placental total RNA for sequencing library preparation had an average 28S/18S ratio of 1.3 ± 0.2 (SD) and an average RNA integrity number (RIN) of 8.4 ± 0.3 (SD). The sequencing library was constructed using the NEBNext^®^ Ultra™ Directional RNA Library Prep Kit for Illumina^®^ (New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s instructions. The library was sequenced on an Illumina NovaSeq6000 sequencing platform (Illumina, Inc., San Diego, CA, USA), and 150 bp paired-end reads were generated from each placental sample. The raw sequencing data used for the analysis were deposited in the NCBI’s gene expression omnibus public repository [42] with the accession number GSE168571 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168571, accessed on 9 March 2021). 

### 5.5. Sequencing Data Reprocessing 

Quality control of sequencing reads was performed using FastQC software version 0.11.9 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc, accessed on 18 March 2020). The raw reads were subjected to Illumina adaptor and low-quality base removals to obtain clean reads. The clean reads for downstream reprocessing and analyses had a Phred score above 30 equivalent to a nucleobase accuracy above 99.9%. The pig reference genome (*Sus scrofa* 11.1) DNA sequence (FASTA) and annotation GTF files were obtained from Ensembl (https://www.ensembl.org/Sus_scrofa/Info/Index, accessed on 26 March 2020). Clean reads were mapped to the pig reference genome (*Sus scrofa* 11.1) using Hisat2 version 2.1.0 [43]. The average alignment rate across all samples was 96.5% ± 0.15 (SD). The aligned reads were then counted per gene using HTSeq software (version 0.11.3) with reverse strand interpretation [44].

### 5.6. Differential Gene Expression, and Gene Ontology (Go) and Pathway Enrichment Analyses

Differentially expressed genes (DEGs) between placentae from CON and HS groups were analysed using DEseq2 package version 1.28.1 [45] in R version 4.0.0 [46]. To control false positive findings, raw *p* values were subjected to the Benjamini-Hochberg (BH) false discovery rate (FDR) correction for multiple testings. Genes with an adjusted *p* value (FDR) ≤ 0.1 were considered as differentially expressed [36]. Candidate DEGs were then subjected to gene ontology (GO; domains of molecular function, biological process and cellular component) and pathway enrichment analyses (statistical overrepresentation test) using the PANTHER dataset version 16.0 [47], annotated for the *Sus scrofa* database. The pathway analyses were also performed using g:Profiler [48]. Upregulated and downregulated candidate DEGs (HS compared with CON) were analysed separately. Gene ontology and pathway terms with an adjusted *p* value (FDR) ≤ 0.05 were considered enriched or overrepresented. 

### 5.7. Western Blot Analysis

Among the nutrient transporters encoded by the DEGs, two proteins, PEPT1 (*SLC15A1*) and GLUT2 (*SLC2A2*), were chosen to further identify relative protein expression by western blot analysis, as the antibodies for the pig are available. Placental total proteins (CON, *n* = 5 placentae; HS, *n* = 5 placentae) were extracted using RIPA lysis and extraction buffer (Cat# 89900, ThermoFisher Scientific, Waltham, MA, USA), as per the manufacturer’s instructions. Total protein concentrations were measured using the Pierce BCA protein assay kit (Cat#23225, ThermoFisher Scientific, MA, USA). Identical total protein amounts from each sample were loaded onto the NuPAGE Tris-Acetate Mini Protein Gel (Catalog # EA03752BOX, Invitrogen, Carlsbad, CA, USA) and separated at 150 volts (V) for 55 min. The separated proteins were electrophoretically transferred to a nitrocellulose membrane using iBlot Dry Blotting System (ThermoFisher Scientific, Waltham, MA, USA), as per the manufacturer’s instructions. The membranes were stained using the Revert 700 total protein stain and wash solution kit (Cat# 926-11015, LI-COR Biosciences, Lincoln, NE, USA), as per the manufacturer’s instructions, followed by the total protein visualisation at 700 nm channel using the Odyssey^®^ FC Imaging System (LI-COR Biosciences, Lincoln, NE, USA). The membranes were blocked in 5% non-fat dry milk in mixture of tris-buffered saline (TBS) and Tween 20 (TBST) for 2 h at room temperatures under gentle agitation. The membranes were then incubated with anti-*SLC2A2* rabbit (at 1 µg/mL, Cat# ARP41706_P050, AVIVA Systems Biology, San Diego, CA, USA) and anti-*SLC15A1* mouse (1:500 dilution, Cat# sc-373742, Santa Cruz Biotechnology, Dallas, TX, USA) primary antibodies diluted in TBST containing 5% non-fat dry milk overnight at 4 °C. The blots were extensively washed with TBST buffer and incubated with Donkey anti-Rabbit (1:15,000 dilution, Cat# 926-32213, LI-COR Biosciences, NE, USA) and Donkey anti-Mouse (1:15,000 dilution, Cat# 926-32212, LI-COR Biosciences, NE, USA) IgG secondary antibodies diluted in TBST containing 5% non-fat dry milk for 1 h at room temperatures under gentle agitation. Fluorescence bands were visualised at 800 nm channel with the Odyssey^®^ FC Imaging System (LI-COR Biosciences, NE, USA). The images were analysed using Empiria Studio (LI-COR Biosciences, NE, USA). Relative protein expression of each sample was normalised to total protein and expressed as normalised signals.

### 5.8. Statistics for Placental and Fetal Morphology, and Western Blot

Data normality was verified. Placental and fetal morphological parameters, and normalised signals generated from western blot images between control and heat stress groups were analysed using Student’s t-test. A *p* value ≤ 0.05 was considered significantly different. 

## Figures and Tables

**Figure 1:**
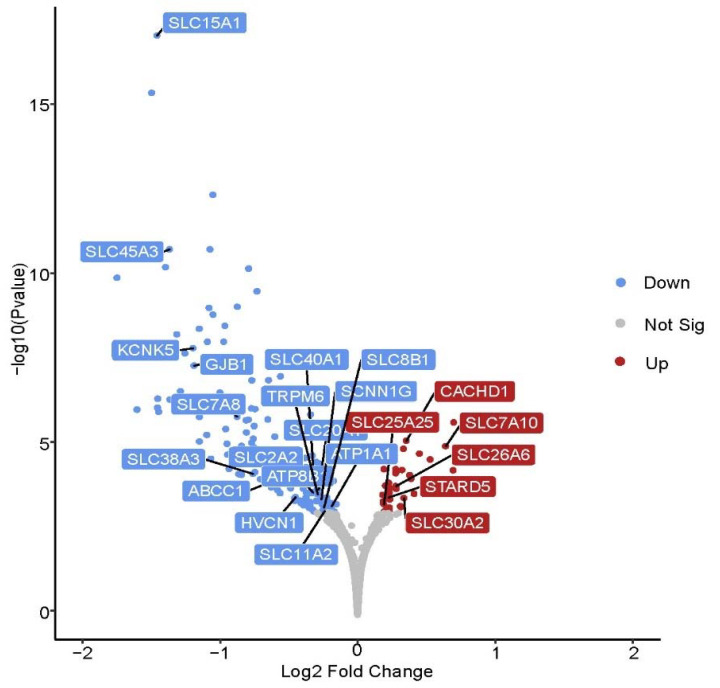
Volcano plot of the differentially expressed genes (DEGs) in female placentae. Blue, red, and grey dots denote downregulated ((FDR (false discovery rate) ≤ 0.1), upregulated (FDR ≤ 0.1), and non-differentially expressed (FDR > 0.1) genes in heat stress placentae (*n* = 5) compared to control placentae (*n* = 5). Gene symbols associated with placental transport activity are labelled.

**Figure 2:**
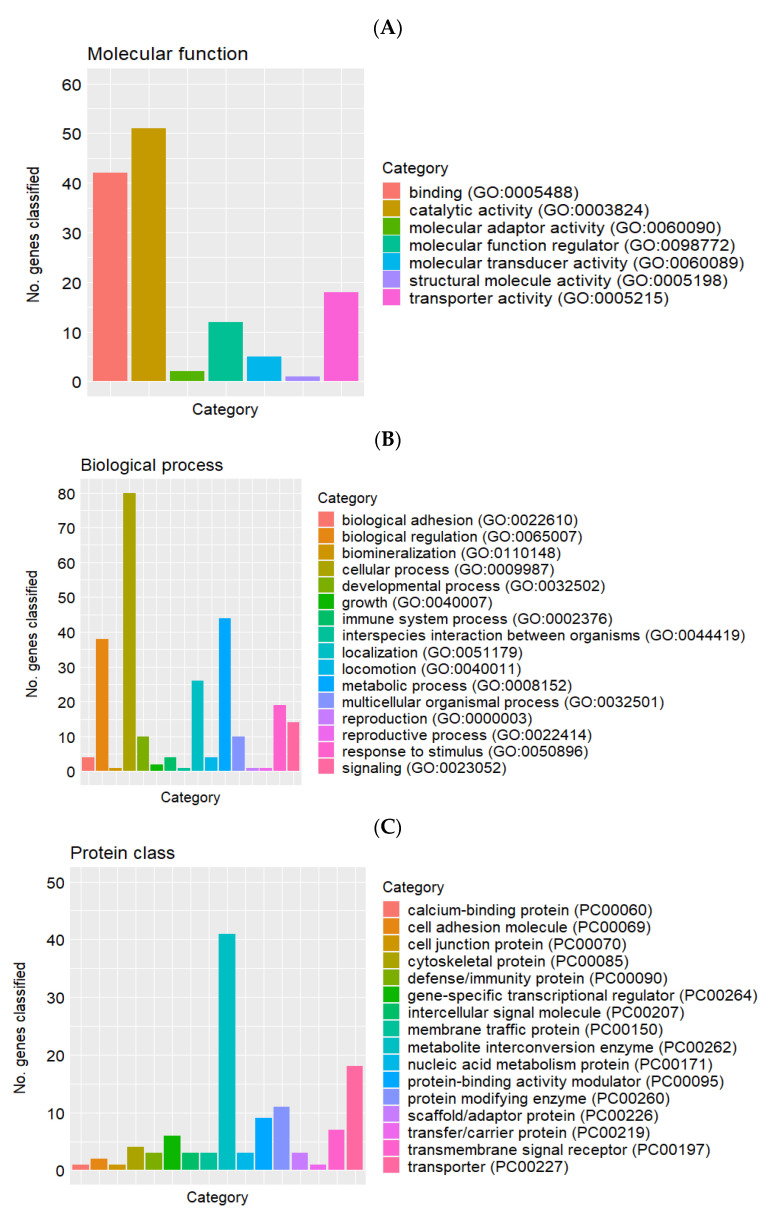
Functional classification of differentially expressed genes in placentae between heat stress (*n* = 5) and control (*n* = 5) groups in the gene ontology (GO) domains of (**A**) Molecular function, (**B**) Biological process and (**C**) Protein class.

**Figure 3:**
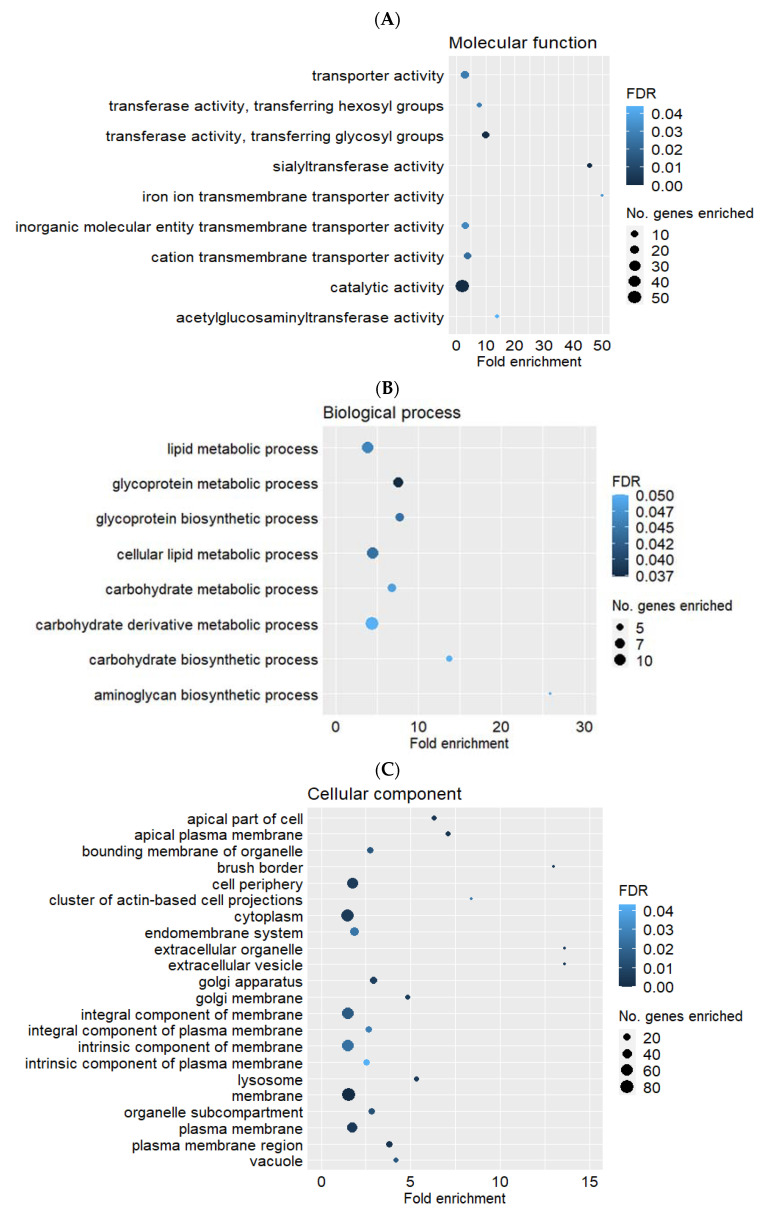
Gene ontology (GO) terms significantly enriched (FDR ≤ 0.05) by the downregulated genes in heat stress placentae (*n* = 5) compared to control placentae (*n* = 5) in the GO domains of (**A**) Molecular function, (**B**) Biological process and (**C**) Cellular component. Fold enrichment: No. genes observed in the gene list/No. genes expected.

**Figure 4:**
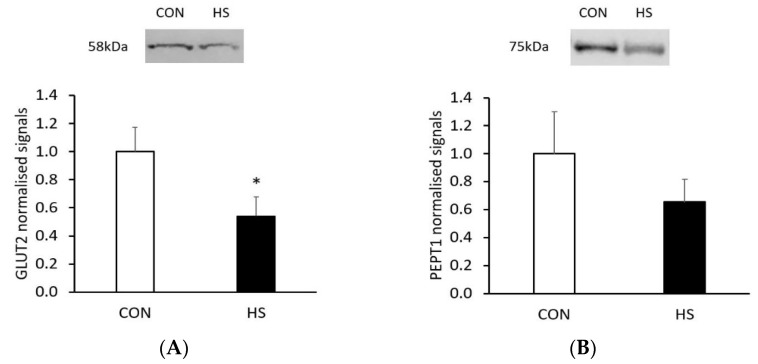
Relative protein expression of glucose transporter 2 (GLUT2; (**A**)) and peptide transporter 1 (PEPT1; (**B**)) in placentae between control (CON, *n* = 5) and heat stress (HS, *n* = 5) groups. Target protein expression was normalised to total protein loaded and expressed as normalised signals (arbitrary units). * *p* < 0.05. Error bars: standard error of the means.

**Table 1:** Placental and fetal morphology from pregnant pigs exposed to thermoneutral control (CON, constant 20 °C; *n* = 5) or cyclic heat stress (HS, 28 to 33 °C; *n* = 5) conditions from d40 to d60 of gestation.

Variables	Treatments		*p* Values
	CON (*n* = 5)	HS (*n* = 5)	
Placental weight (g)	88 ± 6	112 ± 12	0.053
Fetal weight (g)	104 ± 7	92 ± 4	0.08
Placental efficiency (fetal/placental weight)	1.20 ± 0.09	0.87 ± 0.11	0.023
Placental surface area (cm^2^)	725 ± 59	824 ± 31	0.09
Data are expressed as means with standard error of the means (SEM).			

**Table 2:** A subset of differentially expressed genes in heat stress placentae (*n* = 5) compared to control placentae (*n* = 5).

Gene Symbol	Full Gene Name	Log2 Fold Change	False Discovery Rate
*IGSF5*	immunoglobulin superfamily member 5	2.04	7 × 10^−6^
*ZNF691*	zinc finger protein 691	0.70	9 × 10^−4^
*SLC7A10*	solute carrier family 7 member 10	0.64	4 × 10^−3^
*ABTB1*	ankyrin repeat and BTB domain containing 1	0.53	7 × 10^−3^
*MRVI1*	murine retrovirus integration site 1 homolog	0.45	7 × 10^−5^
*OSGIN1*	oxidative stress induced growth inhibitor 1	0.39	2 × 10^−2^
*SLC30A2*	solute carrier family 30 member 2	0.34	6 × 10^−2^
*SLC26A6*	solute carrier family 26 member 6	0.28	3 × 10^−2^
*SLC25A25*	solute carrier family 25 member 25	0.19	7 × 10^−2^
*GPI*	glucose-6-phosphate isomerase	−0.16	7 × 10^−2^
*ATP1A1*	ATPase Na+/K+ transporting subunit alpha 1	−0.19	8 × 10^−2^
*GPRC5C*	G protein-coupled receptor class C group 5 member C	−0.22	5 × 10^−2^
*SLC11A2*	solute carrier family 11 member 2	−0.24	9 × 10^−2^
*SLC8B1*	solute carrier family 8 member B1	−0.24	8 × 10^−2^
*SCNN1G*	sodium channel epithelial 1 gamma subunit	−0.26	6 × 10^−2^
*SLC20A1*	solute carrier family 20 member 1	−0.28	4× 10^−2^
*SLC40A1*	solute carrier family 40 member 1	−0.32	2 × 10^−2^
*ATP8B1*	ATPase phospholipid transporting 8B1	−0.32	4 × 10^−2^
*DEFB1*	defensin beta 1	−0.41	7 × 10^−2^
*IGFBP5*	insulin-like growth factor-binding protein 5	−0.45	6 × 10^−2^
*ATP13A3*	ATPase 13A3	-0.60	1 × 10^−2^
*ST3GAL1*	ST3 beta-galactoside alpha-2,3-sialyltransferase 1	−0.60	2 × 10^−3^
*SLC2A2*	solute carrier family 2 member 2	−0.62	1 × 10^−2^
*B3GNT7*	betaGal beta-1,3-N-acetylglucosaminyltransferase 7	−0.73	6 × 10^−7^
*ST3GAL3*	ST3 beta-galactoside alpha-2,3-sialyltransferase 3	−0.75	1 × 10^−3^
*SLC38A3*	solute carrier family 38 member 3	−0.76	2 × 10^−2^
*FABP5*	fatty acid binding protein 5	−0.79	8 × 10^−4^
*ANXA1*	annexin A1	−0.81	8× 10^−4^
*SLC7A8*	solute carrier family 7 member 8	−0.87	7 × 10^−4^
*CCN2*	cellular communication network factor 2	−0.88	5 × 10^−4^
*ECM1*	extracellular matrix protein 1	−1.00	2 × 10^−4^
*PTGER4*	prostaglandin E receptor 4	−1.15	2 × 10^−3^
*KCNK5*	potassium two pore domain channel subfamily K member 5	−1.20	1 × 10^−5^
*SLC45A3*	solute carrier family 45 member 3	−1.37	6 × 10^−8^
*FBP2*	fructose-bisphosphatase 2	−1.44	5 × 10^−4^
*SPINK4*	serine peptidase inhibitor, Kazal type 4	−1.45	1× 10^−8^
*SLC15A1*	solute carrier family 15 member 1	−1.46	1 × 10^−13^
*IRX3*	iroquois homeobox 3	−1.50	3 × 10^−12^
*LHFPL4*	LHFPL tetraspan subfamily member 4	−1.60	1 × 10^−6^
*CHST8*	carbohydrate sulfotransferase 8	−1.75	3 × 10^−7^

**Table 3:** Pathways significantly enriched by the downregulated genes in heat stress placentae (*n* = 5) compared with control placentae (*n* = 5).

Pathway Database	Term	Pathway ID	FDR (False Discovery Rate)	Number of Genes Enriched
Reactome	Lysosomal oligosaccharide catabolism	R-SSC-8853383	0.042	2
	* Metabolism of carbohydrates	R-SSC-71387	0.000	10
	Keratan sulfate biosynthesis	R-SSC-2022854	0.007	4
	* Glycosaminoglycan metabolism	R-SSC-1630316	0.008	6
	Sialic acid metabolism	R-SSC-4085001	0.009	4
	* Synthesis of substrates in N-glycan biosynthesis	R-SSC-446219	0.043	4
	O-linked glycosylation of mucins	R-SSC-913709	0.043	4
	* O-linked glycosylation	R-SSC-5173105	0.044	5
	Transport of inorganic cations/anions and amino acids/oligopeptides	R-SSC-425393	0.039	5
	* SLC-mediated transmembrane transport	R-SSC-425407	0.008	9
KEGG	Metabolic pathways	KEGG:01100	0.001	31
	Lysosome	KEGG:04142	0.002	8
	Glycosaminoglycan biosynthesis—keratan sulfate	KEGG:00533	0.027	3
	Glycosphingolipid biosynthesis—ganglio series	KEGG:00604	0.034	3

* Where multiple pathway terms with loose hierarchy are significantly enriched, a broad ‘parent’ term and an associated ‘child’ term above are listed. KEGG: Kyoto Encyclopedia of Genes and Genomes.

## Data Availability

The raw sequencing data used for the analysis were deposited in the NCBI’s gene expression omnibus public repository with the accession number GSE168571 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168571, accessed on 9 March 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22084147/s1, Table S1: Gene ontology enrichment analysis of downregulated genes (HS compared with CON). Table S2: Pathway enrichment analysis of downregulated genes (HS compared with CON). Supporting Information File 1: Original western blot images for GLUT2 and PEPT1.

How the deposited data were processed for this re-analysis (not part of the article)

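RNA-seq was analysed for 10 pig placentae of female fetuses on gestation day 60, 5 from control gilts (CON) and 5 from heat-stressed gilts (HS), with 1 placenta per gilt and 1 library per placenta. Per the paper's methods, the authors checked reads with FastQC 0.11.9, removed adaptors and low-quality bases, aligned the reads with HISAT2 2.1.0 to Sscrofa11.1 and counted them per gene with HTSeq 0.11.3 in reverse-strand mode, so the deposited values are raw counts per Ensembl gene with no normalization. The paper's text does not name the Ensembl release, and the files hold no rows for reads outside genes, so the share of such reads was not computed. The authors compared the groups with DESeq2 1.28.1 at a false discovery rate of 0.1.

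The 10 libraries were joined by gene ID and grouped by the conditions that the sample labels give. Of 31907 gene IDs, 15029 are paired with a symbol. Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM factors, the filter filterByExpr (minimum count 10, minimum total 15), which kept 12753 genes, 11185 of them with a symbol, and the quasi-likelihood test of HS against CON with no covariate. P-values were adjusted by Benjamini-Hochberg over the genes kept, with a threshold of 0.1. The standard error of a log2 fold change is its size divided by the root of the F statistic. CPM values are TMM-scaled, and a pseudocount of 0.5 was added before logarithms were taken for correlations, marker means and permutation tests. Values of single genes were also compared by an exact two-sided permutation test, whose smallest p with 5 placentae per group is 0.007937. These p-values were not adjusted over genes. The libraries held 7371800 to 8605138 counts, at which depth genes of low expression have few counts, and genes below the filter were not tested by edgeR.

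The text names every gene of Table 2, Figure 1 and the paper's text, the 10 largest rises and the 10 largest falls among called genes with a symbol, up to 4 called members of each list or its 2 most abundant members where none was called, and the Y-linked genes and XIST. Abundant members named only here are AKR1B1 of the oxidative stress list (log2 fold change 0.14) and IGFBP7 and PEG10 of the insulin-like growth factor system (-0.05 and -0.04). STAR and FDX1 of steroid hormone synthesis had -0.41 and 0.05, and edgeR called none of these genes. Values in the paper's tables had been seen when this rule and the lists below were written. The fixed lists are solute carriers, amino acid transporters, sugar transporters, peptide, monocarboxylate and nucleoside transporters, fatty acid uptake and binding, iron, zinc and copper handling, sodium, potassium and calcium transport, P-type ATPases, keratan sulfate biosynthesis, chondroitin, dermatan, heparan and hyaluronan biosynthesis, hexosamine and sialic acid synthesis, sialyltransferases, glycolysis and gluconeogenesis, lysosomal hydrolases and membrane proteins, extracellular vesicle proteins, extracellular matrix of stroma, heat shock response, unfolded protein and integrated stress response, oxidative stress response, hypoxia response, interferon response, angiogenesis, the insulin-like growth factor system, steroid hormone synthesis and cell cycle. A list of cold-inducible RNA-binding proteins had 1 tested member and was not tested as a list. Marker lists cover trophoblast, squamous and amniotic, and allantoic epithelium, endothelium, fibroblasts, smooth muscle and pericytes, macrophages, lymphocytes, erythroid cells, endometrium and mitochondrial transcripts. Lists were tested with camera in limma 3.58.1 on the edgeR fit, with fry and camera with an estimated correlation beside it, and over-representation among genes called lower with Fisher's exact test against the 11185 tested genes with a symbol. The gene terms of Tables S1 and S2 were summarised without a test.

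Alternatives were RLE and upper-quartile factors, no filter beyond 1 count in any library, a filter of 1 CPM in 5 libraries, robust estimation, the replicate number as a block, leaving out each library in turn, a threshold of 0.05, DESeq2 1.42.0, its fold changes with normal shrinkage, and voom with sample quality weights; the newer quasi-likelihood fit of edgeR (legacy=FALSE) and shrinkage with a Cauchy prior or a mixture of normals were added after the data were seen. The tools were tested on simulated data with these libraries' depth and spread: edgeR recovered 47.0% of genes changed 1.5-fold, 80.3% of those changed 2-fold and 100% of those changed 3-fold, with 16 false among 162 calls, whereas DESeq2 recovered 61.2%, 82.1% and 95.5%, with 48 false among 207 calls. For voom these were 48.5%, 78.8% and 100%, with 15 false among 161 calls. The shares have unlike bases. At 3-fold, edgeR and voom each recovered all 62 changed genes that their filter kept, and DESeq2 recovered 63 of 66. Genes were simulated as independent, with dispersions from edgeR, so the false calls may differ in real data. The simulation gave 162 edgeR calls, against 40 in the real comparison. The Benjamini-Hochberg cut-off is stricter with fewer calls, so recovery may be lower in real data. No 2 libraries of a group held identical counts. Table 1 and the western blots rest on measurements that were not analysed here.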

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

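Of the tests below, only the centring of the fold changes was chosen after the result was seen.

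In HS placentae edgeR called 35 genes lower and 5 higher. The 10 libraries were split into groups of 5 in 100 ways, the real split included. Of these splits, 1 called as many genes in either direction as the 35 lower and 3 as many as the 5 higher (highest other 18). Chance is thus unlikely for the 35 lower genes. By the rule set beforehand, fewer than 5 in 100 splits spoke against chance, and both counts met it. For the 5 higher genes chance is still not excluded, since other splits matched that number. Their number fell to 0 without CON replicate 3, HS replicate 2 or HS replicate 4. A lower share of fetal blood, fibroblasts, trophoblast, squamous or amniotic epithelium, allantoic epithelium or endometrium was tested with each marker mean as a covariate. In this order, the 35 genes kept 100.6%, 104.4%, 102.1%, 111.3%, 100.8% and 95.16% of their median log2 fold change of -1.10. They kept at least 84.88% when 1 library was left out. This argues against each as the whole cause only where the marker mean follows its cells. Squamous or amniotic and endometrium markers co-varied little (estimated correlations 0.149 and 0.0237), so for these the test cannot decide. No marker mean differed between the groups (exact two-sided permutation tests, smallest p = 0.167), so these covariates could move the fold changes little. Fewer cells of 1 population, outside these lists or left undecided above, may still be part of the cause. The deviations of the 35 genes within groups had a mean correlation of 0.34, at percentile 100 of 1000 sets matched for expression (highest 0.0779). Shared regulation would give this too. An overall change in RNA per cell cannot be told apart, since centring moved the median log2 fold change by only 0.00605, left 88.89% of the calls lower and uses no external standard. A response of the placenta to heat, the condition of the design, stays open and was not tested apart from these.

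DESeq2 called 134 genes lower and 35 higher. Of the same 100 splits, 4 reached 134 genes in either direction and 16 reached 35, with a highest other of 172. By the rule of fewer than 5 in 100 splits, the 4 spoke against chance and the 16 did not. Since 3 other splits exceeded 134, chance is still not excluded for its lower genes. It is not excluded for its higher genes either. By total, 5 other splits reached the 169 genes of DESeq2, up to 317, so chance is not excluded for its total, while no other split reached the 40 of edgeR (highest 21, with 81 splits calling none).

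The most abundant markers of the cell types above were HBB for fetal blood (2380.0 ± 1950 CPM in CON and 1566 ± 753 CPM in HS), COL3A1 for fibroblasts (9434 ± 1955 and 8200.4 ± 2208 CPM), KRT8 for trophoblast (974.7 ± 238 and 785 ± 137 CPM), PERP for squamous or amniotic epithelium (224 ± 47.1 and 234 ± 25.9 CPM), UPK3A for allantoic epithelium (123 ± 54.6 and 99.2 ± 61.7 CPM) and SPP1 for endometrium (934 ± 251 and 1133 ± 365 CPM), from which the placentae had been stripped. Of the genes called lower, 1 is a trophoblast marker, TFAP2C (log2 fold change -0.83), and 0 are markers of the other 5 types. Another list holds 9 of 16 fibroblast, 2 of 11 erythroid and 2 of 10 endometrium markers and 0 of the other 3 types; the paper's tables list 1 trophoblast (TFAP2C), 1 fibroblast (PRRX1) and 1 squamous or amniotic marker (PKP1) from these placentae.

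A single library stood far from the rest of its group in 14 of 194 groups of 5 values, where chance gives 9.7 at 1 in 20. CALR was 1693 CPM in CON replicate 1 and 1284 to 1386 CPM in the other CON placentae. For CCND1, HS replicate 1 had 111.7 CPM and the others 73.29 to 82.74 CPM. DEFB1 stood at 40.63 CPM in CON replicate 3 against 13.38 to 16.78 CPM. EPAS1 had 850.2 CPM in HS replicate 3 against 944.1 to 959.7 CPM. FGFR2 was lowest in CON replicate 1, at 140.7 CPM, with 153.9 to 158.1 CPM in the others. In CON replicate 5, LHFPL4 had 1.10 CPM against 2.87 to 3.63 CPM, and RRM1 65.0 CPM against 55.8 to 57.9 CPM. In HS replicate 2, OSGIN1 had 113.7 CPM against 66.15 to 74.88 CPM, and SLC2A2 had 31.97 CPM against 50.75 to 55.4 CPM. PDGFRB reached 183.1 CPM in HS replicate 5, and 135 to 138.4 CPM in the other HS placentae. In CON replicate 2, RBM3 had 126.4 CPM against 139.4 to 143.9 CPM, and TAP1 had 30.34 CPM against 58.39 to 75.03 CPM. The mean of lymphocyte markers was 1.95 log2 CPM in HS replicate 2 against 2.24 to 2.29, and that of erythroid markers 5.27 log2 CPM in CON replicate 2 against 3.94 to 4.31. LRRC45, which the paper does not discuss, was higher in HS, with a log2 fold change of 0.52.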

How the results depend on the processing

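The newer quasi-likelihood fit of edgeR was added after the data were seen, and every other alternative given here was planned. Of 81 named genes 21 were called. No gene called in the main fit or in an alternative changed direction between them. Changes of direction in genes called in neither were not counted. All 21 were called with RLE or upper-quartile factors, either filter, the newer fit and DESeq2. Of the 21, 5 were lost with robust estimation, 1 with voom, 13 with the replicate number as a block and 0 to 17 without 1 library. Genes lower in HS stayed between 76.9% and 100% of the calls under every alternative, against 87.5%. The 16 lists called lower kept this with RLE and upper-quartile factors, both filters, robust estimation and the replicate block, and 8 kept it in all 18 settings (sugar transporters, cation transport, P-type ATPases, keratan sulfate, sialyltransferases, glycolysis, extracellular vesicles, hypoxia). SLC38A3 and LHFPL4 fell below the filter with all 10 libraries and were tested with no filter, with 1 CPM in 5 libraries, without some single libraries and by DESeq2; LHFPL4 passed with both of these filters (adjusted p = 0.0275 and 0.0394; range over the edgeR alternatives that tested it 0.0116 to 0.139) and SLC38A3 with neither. At this depth and spread edgeR recovered less of the 1.5-fold changes than DESeq2 on simulated data but made fewer false calls. The filter of 1 CPM in 5 libraries, planned as stricter, kept 13036 genes and so was not stricter.

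The number of genes higher, 5 in the main comparison, was 8 with no filter, 2 with the replicate block, 35 by DESeq2, 2 at a threshold of 0.05, and 0 to 19 without 1 library (0 without CON replicate 3, HS replicate 2 or HS replicate 4; 1 without CON replicate 1, HS replicate 1 or HS replicate 3; 2 without CON replicate 5; 11 without CON replicate 2; 19 without HS replicate 5). The number lower, 35, was 64 with no filter, 20 with the replicate block, 134 by DESeq2, 20 at a threshold of 0.05, and 9 (without HS replicate 4) to 73 (without HS replicate 5). The number of Table 2 genes called, 10, was 18 with RLE factors, 22 with no filter, 6 with the replicate block, 18 with the newer fit, 39 by DESeq2, 17 by voom, 5 at a threshold of 0.05, and 4 (without HS replicate 4) to 22 (without HS replicate 5). The threshold of 0.05 is stricter by construction, and with no filter 20749 genes were tested; otherwise the cause was not tested. With the block 1 of the 5 higher and 18 of the 35 lower genes were called; same-numbered CON and HS libraries did not resemble each other (correlations of their deviations -0.133 to 0.222), so the numbers are not a pairing. The odds ratio of solute carriers among lower genes, 3.05 and not passing, was 3.94 and passed by DESeq2 (adjusted p = 0.00308, Fisher's exact test, range over alternatives 0.00308 to 1) and ranged from 2.76 (without CON replicate 5) to 8.80 (without HS replicate 2) when 1 library was left out, passing without HS replicate 5 (odds ratio 3.98); the cause was not tested.

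Peptide, monocarboxylate and nucleoside transporters did not pass with an estimated correlation (adjusted p = 0.136) or fry (adjusted p = 0.102), chondroitin, dermatan, heparan and hyaluronan biosynthesis not with an estimated correlation (adjusted p = 0.136), lysosomal proteins with neither (adjusted p = 0.333 and 0.226) and stromal matrix with neither (adjusted p = 0.324 and 0.266). The same held for interferon response (0.181 and 0.152), the insulin-like growth factor system (0.224 and 0.152), angiogenesis (0.431 and 0.344) and, with an estimated correlation, oxidative stress response (0.135). A larger correlation between genes widens the null spread of camera by construction. However, the adjusted p also rose for keratan sulfate genes, from 1.67e-05 to 0.0127 (camera). Their estimated correlation of -0.0263 lies below the preset 0.01, so a larger correlation does not account for every rise. The cause of the losses was not tested, for camera or for fry.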

Differences from the paper's values

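The shrinkage of DESeq2 fold changes with a Cauchy prior or a mixture of normals, and the newer quasi-likelihood fit of edgeR, were chosen after seeing the values; the other alternatives were set before the data were examined.

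The paper reports 35 genes higher, 134 lower and 169 in all at a false discovery rate of 0.1, and edgeR called 5, 35 and 40 at the same threshold. By DESeq2, an alternative and the paper's tool in another version, the counts were 35, 134 and 169; under every other alternative they differ by more than 1.5 times. The paper calls all genes of Table 2, and edgeR called 10 of the 37 it tested; of the alternatives, 18 were called with RLE factors, 13 with upper-quartile factors, 22 with no filter, 15 with the filter of 1 CPM, 17 by voom, up to 22 without 1 library, 18 with the newer fit and 39 by DESeq2, while robust estimation and the replicate block called 7 and 6.

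For 18 of 37 genes of Table 2 the log2 fold change differed from the paper's by more than the standard error. The paper gives OSGIN1 0.39 and edgeR 0.57, SLC30A2 0.34 and 0.65, SLC26A6 0.28 and 0.44, and SLC25A25 0.19 and 0.34. The paper's values for ATP1A1, GPRC5C, SLC11A2 and SLC8B1 are -0.19, -0.22, -0.24 and -0.24, against -0.34, -0.37, -0.62 and -0.56 from edgeR. For SCNN1G, SLC20A1, SLC40A1 and ATP8B1 the paper prints -0.26, -0.28, -0.32 and -0.32, against -0.50, -0.455, -0.45 and -0.55. The paper's DEFB1 and IGFBP5 are -0.41 and -0.45, against -1.05 and -1.25. Its PTGER4, FBP2, SPINK4 and CHST8 are -1.15, -1.44, -1.45 and -1.75, against -1.47, -1.86, -1.85 and -2.05. Among the alternatives set beforehand, DESeq2 with normal shrinkage gave values within the error for OSGIN1, SLC30A2, SLC26A6, SLC25A25, ATP1A1, GPRC5C, SLC11A2, SLC8B1, SCNN1G, SLC20A1, SLC40A1, ATP8B1, DEFB1 and IGFBP5, and not for PTGER4, FBP2, SPINK4 and CHST8, and it put 14 other genes outside the error, among them SLC15A1 (-0.90 against the paper's -1.46) and ZNF691 (0.49 against 0.70), so that 18 still differed. The replicate block and voom did so for FBP2, SPINK4 and CHST8, and put 1 and 2 other genes outside the error. Leaving out 1 library did so for OSGIN1 (CON replicate 4 or HS replicate 2), SLC26A6 (HS replicate 3), ATP1A1 (HS replicate 2), SLC20A1 (CON replicate 1), SLC40A1 (CON replicate 1, CON replicate 5 or HS replicate 2), ATP8B1 (HS replicate 2), DEFB1 (CON replicate 3), PTGER4 (CON replicate 4, CON replicate 5 or HS replicate 4), FBP2 (CON replicate 3 or 4, or HS replicate 1, 2 or 4), SPINK4 (CON replicate 1, 3 or 4, or HS replicate 1 or 3) and CHST8 (CON replicate 1, 3 or 4, or HS replicate 1 or 4), while 13 (without HS replicate 2) to 33 (without HS replicate 5) of the 37 genes differed. RLE and upper-quartile factors, both filters, robust estimation and DESeq2 without shrinkage gave none of the 18. With the Cauchy prior, 5 of 37 genes still differed; with the mixture of normals 0 did, all 37 lay within 0.02 of the paper's values, and this setting, the last of 3 shrinkages tried and chosen after seeing the values, drops 0 of the called genes because shrinkage leaves the p-values as they were. The paper's text names no shrinkage. The paper gives LHFPL4 and SLC38A3, which edgeR did not test with all 10 libraries and its main filter, -1.60 and -0.76, against -2.29 and -2.21 from DESeq2; the mixture of normals gives -1.61 and -0.76.

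Adjusted p-values from DESeq2 differed by more than 1.5 times for 3 genes: the paper prints 7e-05 for MRVI1, 1e-08 for SPINK4 and 1e-06 for LHFPL4, and DESeq2 here gave 0.0055, 0.000482 and 0.000486. Smaller differences, such as PTGER4 (2e-03 in the paper, 0.00283 here) and SLC11A2 (9e-02 and 0.0975), are within that bound and not counted. No alternative was set for these, since each is a value of DESeq2 alone.

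All 37 tested genes of Table 2 had the paper's direction. ABCC1, which Figure 1 marks as lower, had a log2 fold change of -0.33 with an adjusted p of 0.729 from edgeR and 0.836 from DESeq2. In Table S1 the printed fold enrichment is not always the number of genes over the expected number: for carbohydrate metabolic process the paper prints 6.83, and its columns give 14.8; for lipid metabolic process it prints 3.87, and they give 7.36.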

Other observations

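Genes of the hypoxia response were lower as a group in HS placentae. Of 27 genes, 21 had a log2 fold change below 0, with a median of -0.26 (camera, adjusted p = 1.75e-06; adjusted p = 0.0975 with an estimated correlation). None was called by edgeR over all genes, with 11 lower and 0 higher at an unadjusted p under 0.05, 10 were lower when adjusted over the list alone, and DESeq2 called 2 lower. Chosen after their values were seen, LDHA, a lactate dehydrogenase, had 428 ± 30.5 CPM in CON and 325 ± 33.2 CPM in HS (log2 fold change -0.40, adjusted p = 0.107 from edgeR), and NDRG1, which is raised by low oxygen, 375 ± 65.3 and 288 ± 15.3 CPM (-0.38, adjusted p = 0.297); both are in the paper's tables. ENO1, a glycolytic enzyme, had 484 ± 93.8 and 397 ± 18.6 CPM (-0.28), and EPAS1, an oxygen-sensitive transcription factor, 898 ± 59.5 and 932 ± 46.0 CPM (0.05).

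Interferon response genes were lower as a group (33 genes, median log2 fold change -0.15, camera, adjusted p = 0.00186; adjusted p = 0.181 with an estimated correlation), and 2 were lower when adjusted over the list alone, MX1 (log2 fold change -1.43), an antiviral GTPase, and STAT1 (-0.33), a signal transducer. Oxidative stress genes were lower as well (36 genes, median -0.07, camera, adjusted p = 0.0231; adjusted p = 0.135 with an estimated correlation), with 5 lower and 2 higher when adjusted over the list alone. The insulin-like growth factor system (22 genes, median -0.08, camera, adjusted p = 0.0250; adjusted p = 0.224 with an estimated correlation) had 1 gene lower when adjusted over the list alone, IGFBP5, and angiogenesis (29 genes, median -0.07, camera, adjusted p = 0.0639; adjusted p = 0.431 with an estimated correlation) had SEMA3C lower (-0.88) and FGFR2 higher (0.23). Angiogenesis did not pass without CON replicate 3, CON replicate 5, HS replicate 1 or HS replicate 2 (adjusted p up to 0.243). Steroid hormone synthesis (16 genes, camera, adjusted p = 0.941) and cell cycle (34 genes, camera, adjusted p = 0.280) did not pass, with 2 genes higher, STARD5 (0.39) and FDXR (0.50), and 0 genes, respectively, when adjusted over the list alone; cell cycle passed without HS replicate 3 (adjusted p = 0.0290). None of these 6 lists held a gene called by edgeR over all genes; at an unadjusted p under 0.05 they had, in the order given, 5, 8, 3, 2, 3 and 1 lower and 0, 2, 1, 1, 2 and 2 higher, and DESeq2 called 2, 4, 1, 1, 0 and 0 lower and 0, 1, 0, 1, 2 and 0 higher.

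Of the genes called lower, SATB2, a chromatin organiser (log2 fold change -1.15), CYP26B1, which degrades retinoic acid (-1.09), RGS4, a regulator of G protein signalling (-1.04), YBX3, an RNA-binding protein (-1.02), RFESD (-0.87) and CELSR1, a planar polarity cadherin (-0.81), are not named in the paper or its tables; they were chosen after their values were seen.

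Among the other marker lists, trophoblast epithelium and mitochondrial transcripts (camera, adjusted p = 0.106 for both), endothelium (0.278), allantoic epithelium (0.390), macrophages (0.711), and lymphocytes, smooth muscle and endometrium (0.973 for each) did not pass. All 11 erythroid markers had a log2 fold change below 0, with a median of -0.52, but CON replicate 2 carried much of this: the difference of their mean log2 CPM, HS minus CON, was -0.32 with all libraries and -0.08 without it (-0.21 without HS replicate 3).

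The 2 tests that follow were set out before their results were seen. A hypothesis for the lower hypoxia response genes is a lower share of fetal blood in HS placentae; with the erythroid marker mean as a covariate the list kept 73.92% of its median log2 fold change, but 49.56% to 105.1% when 1 library was left out, so this could not be decided. Another is that the shift may rest on the 6 glycolytic enzymes among the 27 genes; the other members kept 82.18% of the median (-0.22 against -0.26, bootstrap interval 22.58% to 115%), which leaves that open too. A response to heat in the placenta itself was not tested apart from these.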
